# Ablation of Dicer from Murine Schwann Cells Increases Their Proliferation while Blocking Myelination

**DOI:** 10.1371/journal.pone.0012450

**Published:** 2010-08-27

**Authors:** Juliane Bremer, Tracy O'Connor, Cinzia Tiberi, Hubert Rehrauer, Joachim Weis, Adriano Aguzzi

## Abstract

The myelin sheaths that surround the thick axons of the peripheral nervous system are produced by the highly specialized Schwann cells. Differentiation of Schwann cells and myelination occur in discrete steps. Each of these requires coordinated expression of specific proteins in a precise sequence, yet the regulatory mechanisms controlling protein expression during these events are incompletely understood. Here we report that Schwann cell-specific ablation of the enzyme Dicer1, which is required for the production of small non-coding regulatory microRNAs, fully arrests Schwann cell differentiation, resulting in early postnatal lethality. Dicer^−/−^ Schwann cells had lost their ability to myelinate, yet were still capable of sorting axons. Both cell death and, paradoxically, proliferation of immature Schwann cells was markedly enhanced, suggesting that their terminal differentiation is triggered by growth-arresting regulatory microRNAs. Using microRNA microarrays, we identified 16 microRNAs that are upregulated upon myelination and whose expression is controlled by Dicer in Schwann cells. This set of microRNAs appears to drive Schwann cell differentiation and myelination of peripheral nerves, thereby fulfilling a crucial function for survival of the organism.

## Introduction

Proper myelination is essential for the efficient saltatory conduction of action potentials, the trophic support of axons, and the maintenance of axonal integrity in the peripheral nervous system (PNS). Defective PNS myelination occurs in hereditary peripheral neuropathies [1]. Sporadic peripheral neuropathies can arise due to a wide variety of factors, including metabolic disorders (e.g. diabetes mellitus), intoxication (e.g. alcohol), and autoimmune disorders (e.g. Guillain-Barré syndrome) [2]. Treatment of peripheral neuropathies is still unsatisfactory in most cases, and is likely to benefit from increased knowledge about peripheral myelin development and maintenance.

The mature myelin sheaths wrapped around the large-diameter axons of peripheral neurons arise from neural crest cells which subsequently develop into Schwann cell precursors (SCPs), immature Schwann cells, and finally mature myelinating or non-myelinating Schwann cells. Each stage of Schwann cell development is associated with a set of specific protein markers, the expression of which is thought to be driven primarily by axon-derived signals at the SCP stage and by the secretion of autocrine survival factors at the Schwann cell stage (reviewed in [3]). This precise developmental program requires tightly regulated transcriptional and post-transcriptional control of protein expression, the details of which are still incompletely understood.

One post-transcriptional mechanism that appears to be critical for the proper development of numerous tissues is the microRNA (miRNA) system [4]. miRNAs are short (20–30 nucleotides) non-coding RNAs which are processed from endogenously expressed pri-miRNAs by the enzyme Drosha. The resulting stem-loop pre-miRNAs are exported to the cytoplasm where they are further processed by the enzyme Dicer [5], unwound into single-stranded miRNAs, and loaded into the RNA-induced silencing complex (RISC). The miRNA-loaded RISC then binds to complementary miRNA recognition sequences in the 3′untranslated regions (UTRs) of specific target mRNAs. The primary function of the miRNA system appears to consist of mRNA silencing. Target mRNAs are either degraded, or their translation is inhibited. A single miRNA can have multiple mRNA targets, which allows for broad miRNA-mediated regulation of expression programs (reviewed in [6]). Genetic ablation of Dicer in mice is embryonic lethal, illustrating the indispensable role that miRNAs play during development [7]. Furthermore, studies utilizing tissue-specific expression systems have revealed a vital role for miRNAs in the development of specific organ systems (reviewed in [8]). In the nervous system, miRNAs appear to be important for the development of Purkinje [9] and forebrain [10] neurons, oligodendrocyte differentiation and central nervous system (CNS) myelination [11], [12], [13], and as shown more recently, also for peripheral myelination by Schwann cells [14].

In order to determine which miRNAs might be required for peripheral myelination, we created a mouse line undergoing Schwann cell-specific deletion of Dicer1, by crossing mutants whose endogenous Dicer1 sequences were flanked by *floxP* sites (Dicer1^fl/fl^) to mice expressing the Cre recombinase under the control of the desert hedgehog promoter (Dhh-Cre).

## Results

### Dicer depletion in Schwann cells leads to arrest at the pro-myelin stage and impairs myelination

In order to achieve Schwann cell-specific deletion of the enzyme Dicer, we bred Dicer^fl/fl^ mice to mice expressing Cre-recombinase specifically in Schwann cells (tg*Dhh-Cre*, henceforth termed Dhh-Cre^+^). The Cre recombinase in these mice is already active in Schwann cells of the precursor stage at embryonic day 12/13 (E12/13) [15]. In contrast to their littermates, Dicer^fl/fl^ Dhh-Cre^+^ mice lacking Dicer expression in Schwann cells exhibited a severe behavioral phenotype characterized by ataxia and hind limb paresis. In compliance with animal welfare regulations, mice were euthanized at the age of 25 days. Electron microscopy (EM) of 18-day old Dicer^fl/fl^ Dhh-Cre^+^ sciatic nerves revealed a severe myelination defect when compared to control littermates Dicer^wt/fl^ Dhh-Cre^+^ and Dicer^fl/fl^ Dhh-Cre^−^. In Dicer^fl/fl^ Dhh-Cre^+^ sciatic nerves, most fibers remained unmyelinated; the few myelin sheaths present were abnormally thin (**Fig. 1**). Most Dicer-depleted Schwann cells properly sorted axons, resulting in the typical 1∶1 Schwann cell to axon ratio. However, some bundles of Dicer mutant nerves containing axons >1µm, which would normally be sorted and myelinated, remained unsorted (**Fig. 1c and 1f**).

**Figure 1:**
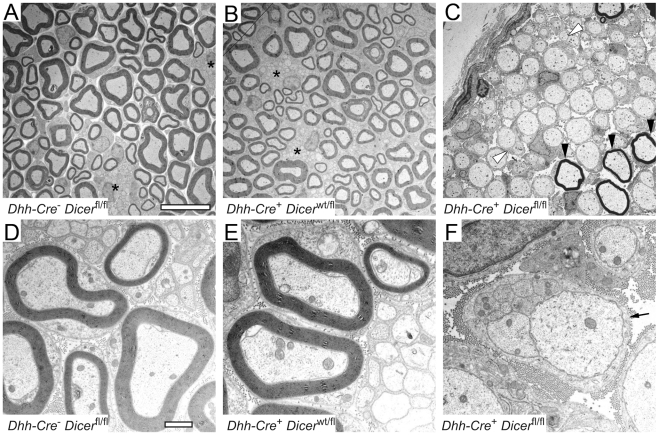
Defective myelination following Schwann cell specific Dicer depletion. Electron microscopy of sciatic nerves derived from 18-day old Dicer^fl/fl^ Dhh-Cre^+^ (**C and F**) and control Dicer^wt/fl^ Dhh-Cre^+^ (**B and E**) and Dicer^fl/fl^ Dhh-Cre^−^ (**A and D**) littermates. Low magnification figures (**A–C**) show normally myelinated nerves fibers in control mice (**A and B**) and normal Remak bundles of unmyelinated small-caliber axons (black stars). In Dicer depleted mice (**C**), most of the large caliber axons remain unmyelinated; only a few fibers are ensheathed by a thin myelin sheath (black arrowheads). Most of these nerve fibers show proper axonal sorting by Schwann cells; only a few large-caliber axons remain unsorted (white arrowheads). Higher magnification figures show normal myelinated and unmyelinated nerve fibers (**D and E**) in controls. A Schwann cell in Dicer^fl/fl^ Dhh-Cre^+^ mice containing non-sorted and unmyelinated large caliber axons is shown. Basal lamina formation by this Schwann cell is evident (black arrow), indicating development into immature Schwann cell (**F**). Scale bar in A–C = 10 µm and in D–F = 1 µm.

We did not observe normal Remak bundle formation in Dicer mutant nerves. Small-caliber axons remained in groups that also contained large caliber axons. In contrast to normal Remak bundle formation [16], groups of small-caliber axons and were engulfed by Schwann cells as a whole, and axons were not individually ensheathed and separated from each other by Schwann cell processes (mesaxons). In addition, the number of these immature axon bundles was far lower than the number of Remak bundles in control nerves, indicating that unmyelinated nerve fiber development was also severely disturbed in these nerves. To determine at which stage myelin development was blocked in Dicer^fl/fl^ Dhh-Cre^+^ mice, we compared myelin markers between Dicer^fl/fl^ Dhh-Cre^+^ and Dicer^wt/fl^ Dhh-Cre^+^ nerves with immunohistochemical and biochemical techniques (**Fig. 2**). Components of mature non-compact myelin like 2′,3′- cyclic nucleotide 3′-phosphodiesterase (CNPase), and of compact myelin, like myelin basic protein (MBP) and peripheral myelin protein 22 (PMP22), were nearly undetectable in Dicer^fl/fl^ Dhh-Cre^+^ nerves via immunoblot (**Fig. 2d**).

**Figure 2:**
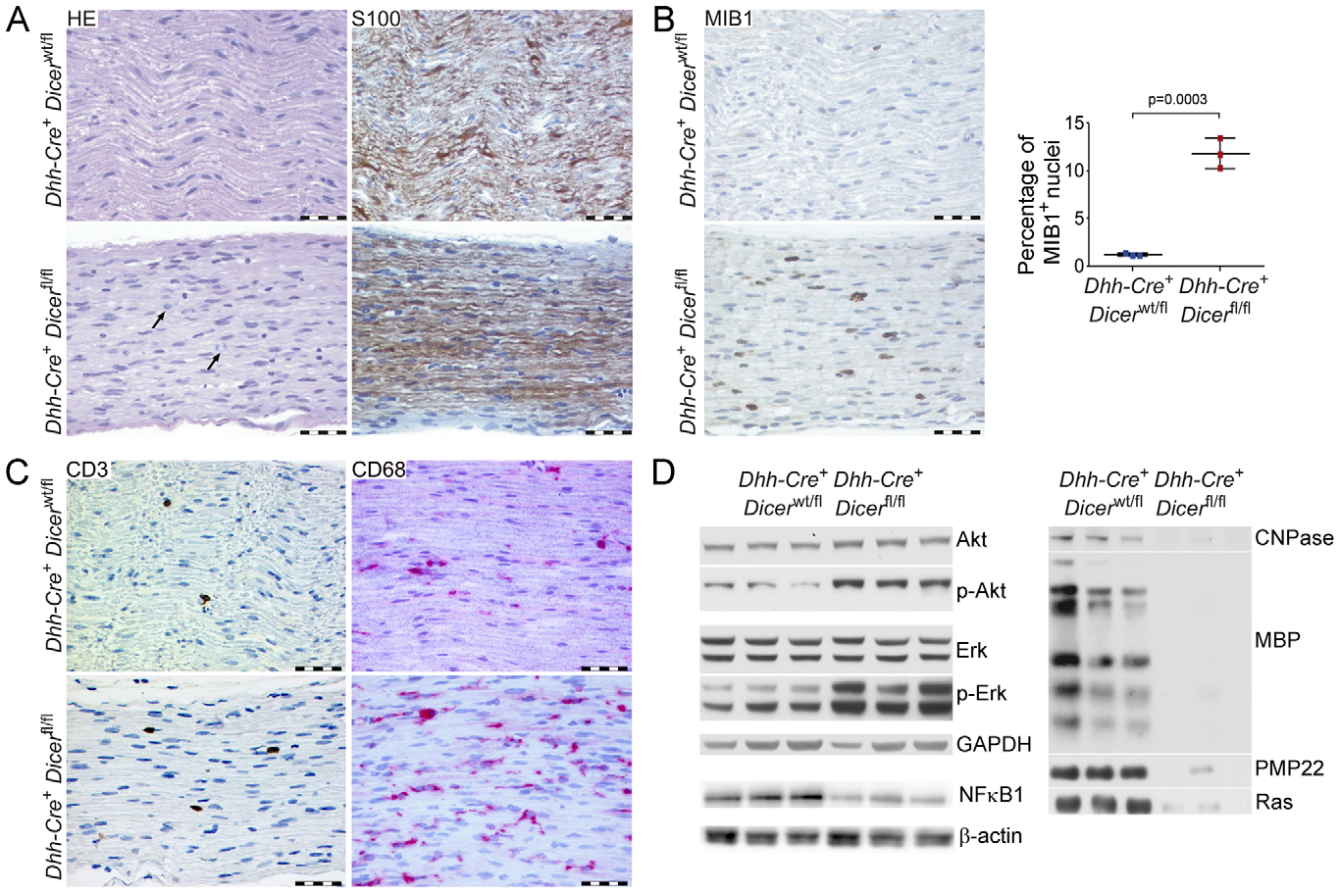
Histological and biochemical analysis of mice lacking Dicer in Schwann cells. (**A–C**) Longitudinal sections of sciatic nerves from 22-day old Dicer^fl/fl^ Dhh-Cre^+^ and control Dicer^wt/fl^ Dhh-Cre^+^ littermates stained with haematoxylin and eosin (HE) or decorated with S100, MIB1, CD3, or CD68 antibody. At least four nerves were analyzed per genotype. Scale bars = 50 µm. S100 positivity indicates Schwann cell development progresses at least up to the stage of immature Schwann cells (**A**). Increased proliferation in Dicer mutant nerves, as indicated by mitotic events (black arrows in **A**) and increased percentage of positive nuclei in MIB1 immunohistochemistry (**B**). Quantification of MIB1-positive nuclei shows a significantly higher percentage of proliferating cells in Dicer^fl/fl^ Dhh-Cre^+^ compared to Dicer^wt/fl^ Dhh-Cre^+^ littermate nerves. Error bars indicate standard deviation, *p* = 0.0003, p value was determined using unpaired two-tailed student's t-test (**B**). Few CD3-positive T cells and an increased percentage of CD68-positive macrophages infiltrated the nerves of Dicer^fl/fl^ Dhh-Cre^+^ mice (**C**). Biochemical analysis of signal transduction pathways and myelin components by Western blot (**D**). Compared to control Dicer^wt/fl^ Dhh-Cre^+^ littermates, phospho-Akt and phospho-Erk were significantly increased in sciatic nerves of 18-day old mice lacking Dicer in Schwann cells, while total Akt and Erk protein levels were unchanged compared to controls, and NFκB was significantly decreased. In agreement with the histological findings, components of non-compact (CNPase) and compact myelin (MBP, PMP22) were nearly absent from Dicer mutant nerves. In addition, Ras levels were significantly lower in Dicer mutant nerves. GAPDH and β-actin served as loading controls.

Schwann cells were not absent in Dicer^fl/fl^ Dhh-Cre^+^ nerves, as evidenced by EM and by positive S100 immunoreactivity in nerves of 22-day old mice (**Fig. 2a**). Furthermore, EM analysis of Schwann cells in Dicer mutant nerves showed basal lamina formation by Schwann cells (**Fig. 1f**). These findings indicate that Schwann cells in Dicer mutant nerves developed at least until the stage of immature Schwann cells. Proper sorting of the majority of axons suggested an arrest at the pro-myelin stage. Development of myelinating Schwann cells is known to be accompanied by cessation of Schwann cell proliferation. In contrast to Dicer^wt/fl^ Dhh-Cre^+^ nerves, Dicer mutant nerves showed evidence of mitotic events and a significantly increased percentage of Schwann cells expressing proliferation marker MIB1 (Ki67; 11.8±0.9% in Dicer mutant Schwann cells versus 1.22±0.07% in controls, *p* = 0.0003; **Fig. 2b**). Based on immunohistochemistry, we determined that sciatic nerves of Dicer mutant mice contained no B-cells (B220) and only rare T-cells (CD3; 1.6±0.6% positive cells per total number of nuclei in Dicer^fl/fl^ Dhh-Cre^+^ nerves versus 1.6±0.2% in controls, *p* = 0.96, **Fig. 2c**). An increased prevalence of macrophages was detected in Dicer mutant nerves (CD68; 11.3±3.5% positive cells per total number of nuclei in Dicer^fl/fl^ Dhh-Cre^+^ nerves versus 7.2±2.4% in controls, *p* = 0.04, **Fig. 2c**). Although we observed an increased number of macrophages in Dicer mutant nerves, the percentage was in a similar range in Dicer mutant and controls. Based on this and based on their morphology with elongated nuclei, we conclude that the proliferating cells were indeed Schwann cells. In parallel to increased proliferation, Dicer mutant nerves at p22 showed increased cell death as determined by TUNEL staining (<0.05% TUNEL positive nuclei in all control nerves and ca. 2% in Dicer mutant nerves). Erk and Akt signal transduction pathways which are known to regulate myelination were significantly altered in 18-day old mutant nerves. Both Akt and Erk phosphorylation were significantly increased. Furthermore, Ras and NFκB protein expression was significantly lower in Dicer mutant nerves compared to controls (**Fig. 2d**).

Next, we performed a time course analysis of changes in Dicer mutant nerves (**Fig. 3**). At four days of age (p4), EM analysis of sciatic nerves showed myelin formation in control Dicer^wt/fl^ Dhh-Cre^+^. In contrast, no myelinating Schwann cells were observed in Dicer mutant nerves of age-matched Dicer^fl/fl^ Dhh-Cre^+^ littermates. As in the 18-day old mice, proper radial sorting with 1∶1 Schwann cell-to-axon ratio was observed in most fibers at p4 (**Fig. 3a**). In contrast, EM analysis of sciatic nerves from Dicer^fl/fl^ Dhh-Cre^+^ versus Dicer^wt/fl^ Dhh-Cre^+^ mice at the age of 17 embryonic days (E17) revealed no structural difference (**Fig. 3a**). Dicer expression is upregulated upon myelination in control p4 nerves compared to control E17 nerves. In Dicer^fl/fl^ Dhh-Cre^+^ at E17 and at p4, Dicer depletion was found by quantitative RT-PCR (**Fig. 3e**). Furthermore, presence of the inactivated Dicer^flox^ allele was shown by PCR (**Fig. 3f**).

**Figure 3:**
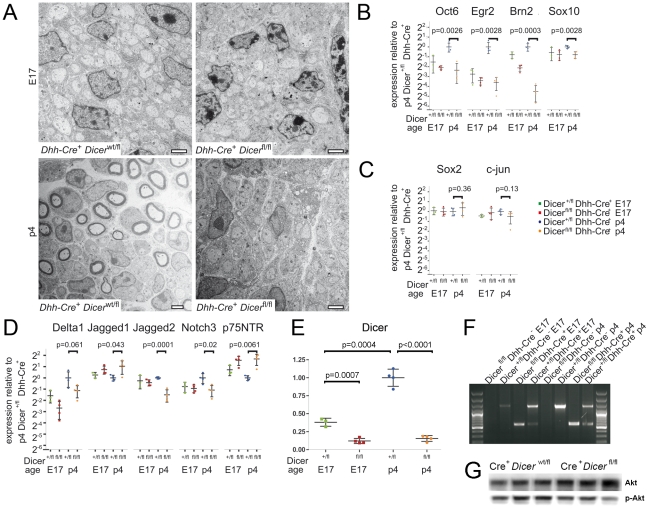
Time course analysis of defective myelination following Schwann cell specific Dicer depletion. Sciatic nerves of embryos (E17) and newborn mice (p4) were analyzed by electron microscopy for morphological effects of Schwann cell-specific Dicer depletion (**A**), and by quantitative RT-PCR for mRNA expression of factors known to regulate myelination. Number of biological replicates used: Dicer^fl/fl^ Dhh-Cre^+^ E17 n = 4, Dicer^wt/fl^ Dhh-Cre^+^ E17 n = 3, Dicer^fl/fl^ Dhh-Cre^+^ p4 n = 4, and Dicer^wt/fl^ Dhh-Cre^+^ p4 n = 4 (**B–D**). No morphological difference was observed before the onset of myelination at E17 between Dicer^wt/fl^ Dhh-Cre^+^ and Dicer^fl/fl^ Dhh-Cre^+^ nerves. By p4, myelination had begun in Dicer^wt/fl^ Dhh-Cre^+^ mice, but not in Dicer^fl/fl^ Dhh-Cre^+^ nerves. Some unsorted fibers were visible in Dicer^fl/fl^ Dhh-Cre^+^ nerves. Scale bars = 2 µm (**A**). Quantitative RT-PCR for mRNA expression in Dicer mutant nerves showed lack of developmental upregulation for activators of myelination. P values for comparisons between p4 controls and mutants were: *p* = 0.0026 (Oct6), *p* = 0.0028 (Egr2), *p* = 0.0003 (Brn2), *p* = 0.0028 (Sox10; **B**), no significant difference in expression of suppressors of myelination Sox2 and c-jun (**C**) and altered expression of Notch signaling components and p75NTR. P values for comparisons between p4 controls and mutants were: *p* = 0.061 (Delta1), *p* = 0.043 (Jagged1), *p* = 0.0001 (Jagged2), *p* = 0.02 (Notch3), *p* = 0.0061 (p75NTR; **D**). Dicer mRNA expression was significantly upregulated upon myelination in Dicer^wt/fl^ Dhh-Cre^+^ sciatic nerves (p4 in comparison with E17, *p* = 0.0004). At both time points, E17 and p4, significant Dicer mRNA depletion in Dicer^fl/fl^ Dhh-Cre^+^ was shown (E17: *p* = 0.0007; p4: *p*<0.0001; **E**). Presence of the recombined Dicer allele in E17 and p4 mice was demonstrated by PCR using primers that differentiate between wild type Dicer and the recombined allele (**F**). The wild type allele is 1.3 kb in length, and the recombined allele is approx. 500bp (**G**). Akt phosphorylation and expression were analyzed by Western blot in Dicer^wt/fl^ Dhh-Cre^+^ compared to Dicer^fl/fl^ Dhh-Cre^+^ at p4. P-Akt in relation to total Akt was reduced to 62±14% of control level in Dicer^fl/fl^ Dhh-Cre^+^ at p4. All p values were determined using an unpaired two-tailed student's t-test. All error bars indicate standard deviation.

### The expression of specific miRNAs is altered in Dicer-deficient peripheral nerves

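Sciatic nerves of 4 Dicer fl/fl Dhh-Cre+ mice and 4 Dicer wt/fl Dhh-Cre+ mice, which served as controls, were analyzed at embryonic day 17 (E17), and nerves of 4 further mice of each genotype at postnatal day 4 (p4). Total RNA of each mouse was labeled with Cyanine 3 and hybridized to its own Agilent mouse miRNA array, which gave 16 arrays. The authors deposited the intensities of every spot as the scanner software wrote them, without normalization between arrays, and a table of probe intensities that they had normalized by quantiles. The array carries 650 miRNA names, 39 of them viral, on 1857 probes and 13000 spots, and none of these spots was saturated on any array. The log2 median signals of the spots were quantile normalized across the 16 arrays and averaged over the spots of a probe, leaving out the spots that the software marked as outliers. Groups were compared by limma in 1 fit of all 16 arrays, and p-values were adjusted by the Benjamini-Hochberg method over the 681 probes of the expressed miRNAs. A miRNA was called changed where at least 1 of its probes had an adjusted p of at most 0.05 and a log2 difference of at least 0.5 in size and no probe was called the other way. For a named miRNA, the values are those of its brightest probe, given as mean ± SD of log2 signals over 4 arrays. Where a probe was not well above background on any array of a group, the fold between the groups is only a bound, for which each dim array counts at the lowest signal among its probes well above background, or at the probe's own signal if that is higher. The summed background-subtracted signal of all miRNAs ranged from 36495 to 60374 per array in E17 controls (median 50340), from 39097 to 50827 in E17 mutants (median 41760), from 122860 to 154080 in p4 controls (median 130560) and from 56841 to 83630 in p4 mutants (median 68678). Between 265 and 410 probes per array were well above background. Within a group, the signals of any 2 arrays correlated with r between 0.962 and 0.998 across probes. The number of arrays limits the precision of every comparison. The E17 arrays lay on 1 slide and the p4 arrays on another, so that age and slide cannot be told apart, while both genotypes shared each slide. Dicer mRNA is not measured by these arrays, so the genotypes are those of the labels.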

To identify specific miRNAs involved in peripheral nerve myelination, we performed a differential microarray analysis of miRNA extracted from Dicer^fl/fl^ Dhh-Cre^+^ and Dicer^wt/fl^ Dhh-Cre^+^ nerves. Since the Dhh promoter is specifically active in Schwann cells, we would expect Dicer to be ablated exclusively in this cell type (not neurons or other cell types in the analyzed nerve) and the microarray to identify miRNAs specifically expressed in Schwann cells. We chose two different developmental time points for analysis. The first time point was before the onset of myelination and before structural differences could be observed between Dicer^fl/fl^ Dhh-Cre^+^ and Dicer^wt/fl^ Dhh-Cre^+^ nerves (at E17). The second time point was p4, when myelination had already started in control mice and was already evidently impaired in Dicer^fl/fl^ Dhh-Cre^+^ mice.

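A miRNA counted as expressed where the scanner software detected it on at least 2 of the 4 arrays of at least 1 group, which held for 281 names, 5 of them viral. Requiring every array of a group to detect it gave 241. Of the 281 miRNAs, 59 were called changed in Dicer fl/fl Dhh-Cre+ compared to Dicer wt/fl Dhh-Cre+ nerves at p4, 29 of them higher and 30 lower. At E17, 17 were called, 10 higher and 7 lower. Which direction prevailed at E17 depended on the test and on single arrays, with 10 higher and 14 lower under array weights. From E17 to p4, 57 were called in controls, with 23 up and 34 down. The 3 comparisons together gave 93 miRNAs. Over the other settings, this number lay between 22 with a log2 difference of at least 1 and 214 with background-subtracted signals.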

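At E17, no called log2 difference between the genotypes reached 1. miR-1224 differed by -1.37 but was not called (limma adjusted p = 0.131). The largest called decrease in Dicer fl/fl Dhh-Cre+ nerves was that of miR-20b, with a log2 difference of -0.82 (standard error 0.119, adjusted p = 0.00150 from limma). miR-363 was lower by 0.68 on the log2 scale and not well above background on any mutant array, a decrease of at least 1.26-fold, and without normalization between arrays its difference of -0.35 was no longer called (mmu-miR-363, Dicer fl/fl minus wt/fl at E17). miR-130b had a difference of -0.59 (limma, adjusted p = 0.00556), let-7d one of -0.78 (adjusted p = 0.0197) and miR-27b one of -0.51 (adjusted p = 0.0124). Among the miRNAs that were higher in mutants, miR-335-5p rose by 0.63 (standard error 0.0982, limma adjusted p = 0.00171), and kept its call with any 1 array left out. The rises of miR-199a-5p (0.69, adjusted p = 0.0402), miR-379 (0.62, adjusted p = 0.0228), miR-142-3p (0.54, adjusted p = 0.00436) and miR-486 (0.52, adjusted p = 0.0296) lost their call in limma fits that left out certain single arrays. Without replicate 1 of the E17 controls, the values were 0.53 with an adjusted p of 0.133 from limma for miR-199a-5p (mmu-miR-199a-5p, Dicer fl/fl minus wt/fl at E17) and 0.48 with an adjusted p of 0.0764 for miR-379 (mmu-miR-379, Dicer fl/fl minus wt/fl at E17). Without replicate 1 of the E17 mutants, they were 0.44 for miR-142-3p (mmu-miR-142-3p, Dicer fl/fl minus wt/fl at E17) and 0.38 for miR-486 (mmu-miR-486, Dicer fl/fl minus wt/fl at E17). Without replicate 1 of the E17 controls, the differences were -0.80 with a limma adjusted p of 0.0538 for let-7d (mmu-let-7d, Dicer fl/fl minus wt/fl at E17) and -0.41 for miR-27b (mmu-miR-27b, Dicer fl/fl minus wt/fl at E17), which also lost their calls.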

Among the 216 miRNAs expressed in peripheral nerves, we identified a total of 109 miRNAs which were either significantly developmentally up- or downregulated (p4 compared to E17) or significantly different between controls and mutants (**Fig. 4**). 

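Between E17 and p4, the largest rise in control nerves was that of miR-146b, which was not well above background on any E17 array and had a log2 signal of 8.17 ± 0.15 (SD, n = 4) at p4, a rise of at least 3.65-fold. miR-195 rose by 1.25 (standard error 0.0616, limma adjusted p = 3.92e-09) and miR-497 by 0.95 (adjusted p = 5.67e-08). miR-138 rose from below background by at least 1.80-fold. The largest decrease was that of miR-451, from 11.09 ± 0.75 to 8.28 ± 0.92 (SD, n = 4), a log2 difference of -2.81 (limma adjusted p = 0.000308) that was -3.25 without replicate 2 of the p4 controls (mmu-miR-451, p4 minus E17 in wt/fl). miR-671-5p fell by 1.91 on the log2 scale (limma adjusted p = 2.32e-06). miR-206 fell by 1.38 (adjusted p = 0.0285), a call that was lost when certain single arrays were left out, with -1.18 and a limma adjusted p of 0.0855 without replicate 3 of the E17 controls (mmu-miR-206, p4 minus E17 in wt/fl). miR-720, with a difference of -1.29, and miR-214, with -1.15, turned to 0.21 and 0.24 without normalization between arrays. At p4, miR-20b, which did not change with age by the limits used, was also lower in Dicer fl/fl Dhh-Cre+ nerves, with 7.10 ± 0.16 against 9.06 ± 0.22 (SD, n = 4) and a difference of -1.96 (limma adjusted p = 1.72e-08).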

For the observed phenotype, however, the miRNAs of major interest were those which displayed an upregulation upon the onset of myelination and were also significantly downregulated in p4 Dicer mutant nerves compared to controls. 

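Of the 23 miRNAs that rose from E17 to p4 in controls, 15 were called lower in p4 Dicer fl/fl Dhh-Cre+ nerves on the same probe. They were miR-338-3p, miR-34a, miR-204, miR-146b, miR-27b, miR-30a, miR-140, miR-23b, miR-138, miR-30a*, miR-100, miR-140*, miR-30c, miR-30b and miR-24. miR-338-3p had a log2 signal of 10.23 ± 0.23 in E17 controls, 11.10 ± 0.48 in p4 controls and 8.25 ± 0.32 in p4 mutants (SD, n = 4 each). Its rise with age was 0.87 (standard error 0.206, limma adjusted p = 0.00414), and its decrease in mutants gave a log2 difference of -2.85 (standard error 0.206, limma adjusted p = 9.29e-08). miR-204 differed by 0.86 with age and by -2.04 between the genotypes (limma adjusted p = 0.00153 and 5.28e-07). miR-146b was not well above background on any p4 mutant array and was at least 3.70-fold lower there than in controls. In both miR-338-3p (p4 mutants) and miR-204 (E17 controls), 1 array lay apart from the other 3 of its group. The brightest probes of the other miRNAs of this list, miR-34a aside, had log2 differences between -1.45 (miR-27b) and -0.55 (miR-100 and miR-30b) in p4 mutants. miR-138 was well above background on 1 of the 4 mutant arrays. For miR-23b and miR-24, the brightest probes rose with age by 0.44 and 0.38, under the limit, and a second probe of each met it with 0.72 and 0.53. miR-24 was lost from the list without E17 control replicate 3, p4 control replicate 1 or p4 mutant replicate 3. The brightest probe of miR-100 fell under the limit without replicate 3 of the p4 mutants, with -0.46, and without replicate 1 of the p4 controls, with -0.50 (mmu-miR-100, Dicer fl/fl minus wt/fl at p4), but miR-100 stayed in the list in both fits. miR-195 rose with age, but its difference in p4 mutants, 7.35 ± 0.07 against 7.83 ± 0.07 (SD, n = 4), was -0.48 (standard error 0.0616, limma adjusted p = 2.62e-05) and so under the limit of 0.5. Without replicate 2 of the p4 mutants it was -0.51 (mmu-miR-195, Dicer fl/fl minus wt/fl at p4), which is past the limit. Both comparisons use the same 4 p4 control arrays, so a chance rise there would pass for an upregulation followed by a decrease. In 1000 simulated data sets with the observed changes with age and no effect of Dicer, the mean number of miRNAs called both ways was 0. Each probe was simulated with its own spread, so a rise shared by many miRNAs on an array was not covered. Other splits of the p4 arrays into 2 groups gave at most 5 such miRNAs. The number of 15 was 2 with a log2 limit of 1 and 85 without normalization between arrays. For the observed phenotype, the paper takes the miRNAs that meet both criteria as those of major interest.

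**Figure D1:**
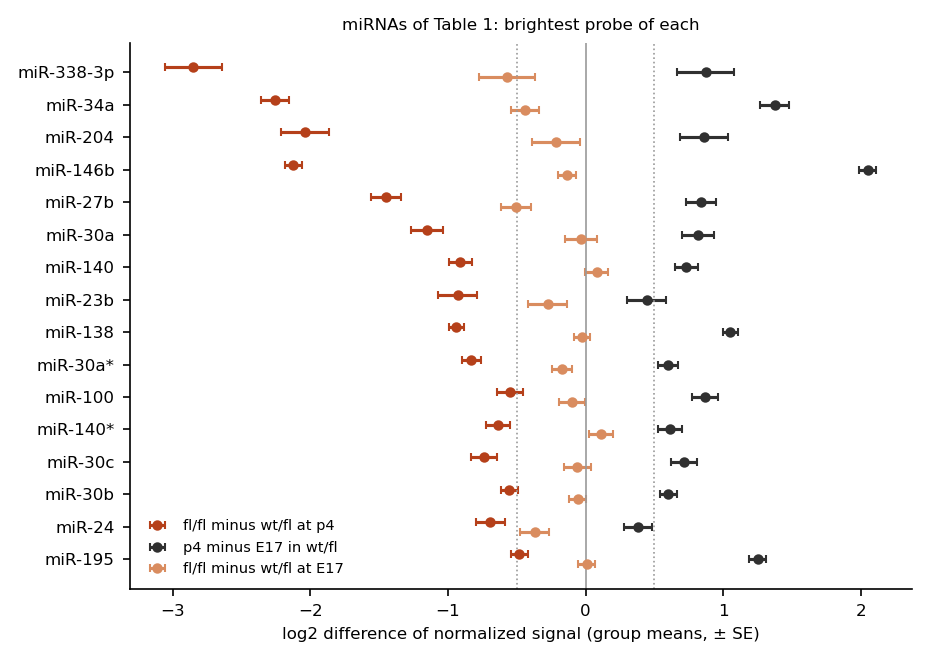
Log2 differences (horizontal axis) of the brightest probe of 16 miRNAs between p4 mutants and controls (red), between p4 and E17 in controls (black) and between E17 mutants and controls (orange), with standard errors from the limma fit as bars and the limits of 0.5 in both directions as dotted lines. The red points lie between -2.85 and -0.48 and the black points between 0.38 and 2.05, while most orange points lie within the dotted lines.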

The sixteen miRNAs which fulfilled these two criteria mentioned above are listed (**Table 1**). For nine of these miRNA we could confirm the differential expression by real time PCR using miRNA specific Taqman probes (**Fig. 5**). Since downregulation of Schwann cell miRNAs might also control important steps of proper myelination, we analyzed the microarray dataset for those miRNAs that were significantly downregulated upon myelination and significantly reduced by ablation of Dicer from Schwann cells (either at E17 or at p4). Only three microRNAs met these criteria: miR-9, miR-455, and miR-1224.

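Of the 34 miRNAs that fell from E17 to p4 in controls, 1 was also called lower in Dicer fl/fl Dhh-Cre+ nerves on the same probe, namely miR-9. Its log2 signal was 7.24 ± 0.36 in E17 controls, 6.74 ± 0.06 in p4 controls and 6.05 ± 0.07 in p4 mutants (SD, n = 4 each), where it was not well above background on any array, a decrease of at least 1.37-fold from p4 controls. Its difference with age was -0.50 (standard error 0.129, limma adjusted p = 0.00698), a value close to the limit of 0.5. Without replicate 1 of the E17 controls that difference was -0.34 (mmu-miR-9, p4 minus E17 in wt/fl), and it also stayed under the limit without E17 control replicate 4 (-0.49), p4 control replicate 2 (-0.47) or p4 control replicate 3 (-0.48). miR-455 fell with age by 0.69 on the log2 scale (limma adjusted p = 0.000126). In p4 mutants it was 7.13 ± 0.20 against 7.62 ± 0.10 (SD, n = 4), a difference of -0.49 (standard error 0.104, limma adjusted p = 0.00136) that lay under the limit of 0.5, and between -0.57 and -0.41 with any 1 array left out (mmu-miR-455, Dicer fl/fl minus wt/fl at p4). With background-subtracted signals it was -0.84. At E17 its difference was 0.13 (limma adjusted p = 0.482). miR-1224 had a log2 signal of 11.22 ± 0.43 in E17 controls and 9.85 ± 0.25 in E17 mutants (SD, n = 4), a difference of -1.37 whose limma adjusted p was 0.131. The arrays of these groups did not overlap. The fit shares 1 estimate of the spread over all groups, so the wide spread of the p4 controls enters this p. Between E17 and p4 in controls miR-1224 differed by -2.05 (limma adjusted p = 0.0107), with a p4 mean of 9.17 ± 1.56 in which replicate 2 stood at 11.51 and the other 3 arrays between 8.35 and 8.42. Without that array, the difference at E17 was -1.38 with a limma adjusted p of 0.00409 (mmu-miR-1224, Dicer fl/fl minus wt/fl at E17) and the difference with age was -2.83 (mmu-miR-1224, p4 minus E17 in wt/fl), so that miR-1224 was called lower in both. Without it, miR-1224 was also called higher in p4 mutants, by 1.31 (mmu-miR-1224, Dicer fl/fl minus wt/fl at p4). The paper looked for such miRNAs because a decrease might also matter for myelination, and holds them unlikely to account for the phenotype.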

**Figure 4:**
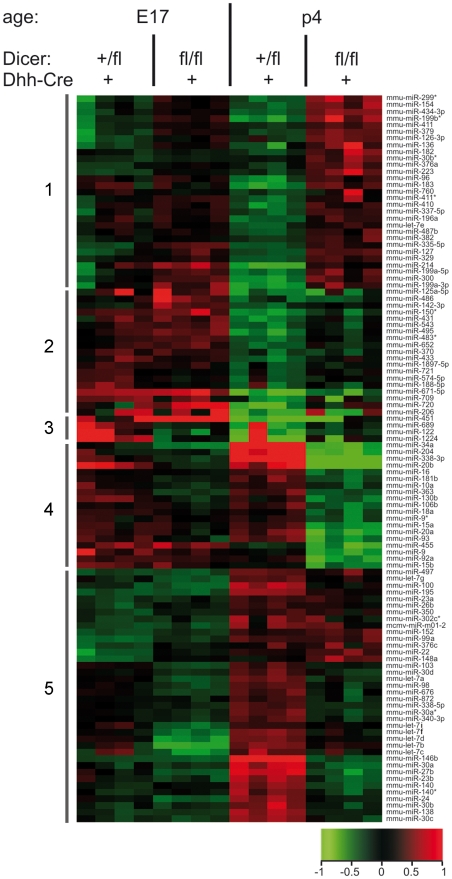
Heat map of developmentally and/or Dicer dependently regulated miRNAs in sciatic nerves. Expression of miRNAs in sciatic nerves of E17 and p4 Dicer^fl/fl^ Dhh-Cre^+^ and control Dicer^wt/fl^ Dhh-Cre^+^ littermates was analyzed by miRNA microarray. Four biological replicates for each group were analyzed on separate arrays. Of the 216 miRNAs expressed, 109 miRNAs (listed on the right side of the heat map) were differentially expressed, either in an age-dependent manner or in a manner dependent on the expression of Dicer in Schwann cells (*p*≤0.05, log_2_ ratio≥0.5). Differential expression in log_2_ ratio is color coded as indicated in the legend below the heat map (red = upregulation, green = downregulation). Based on hierarchical clustering, five groups, each containing miRNAs of similar expression pattern are indicated by gray bars on the left side. Group 1 contains miRNAs which are upregulated in Dicer^fl/fl^ Dhh-Cre^+^ compared to Dicer^wt/fl^ Dhh-Cre^+^ nerves at E17 and at p4. Group 2 contains miRNAs that are downregulated in both genotypes at p4 compared to E17. Group 3 includes miRNAs that are downregulated in Dicer^wt/fl^ Dhh-Cre^+^ nerves at p4 when compared to E17 and downregualted in Dicer^fl/fl^ Dhh-Cre^+^ compared to Dicer^wt/fl^ Dhh-Cre^+^ nerves at E17. Group 4 contains miRNAs which are downregulated in Dicer^fl/fl^ Dhh-Cre^+^ compared to Dicer^wt/fl^ Dhh-Cre^+^ nerves at p4 and are abundantly expressed also in Dicer^wt/fl^ Dhh-Cre^+^ nerves at E17. Group 5 includes miRNAs that are upregulated in Dicer^wt/fl^ Dhh-Cre^+^ nerves at p4 compared to both, Dicer^fl/fl^ Dhh-Cre^+^ and Dicer^wt/fl^ Dhh-Cre^+^ nerves at E17.

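The 93 miRNAs called in any of the 3 comparisons were clustered by Ward linkage on the Euclidean distance between their profiles over the 16 arrays, each as log2 signal minus the mean over all arrays, and the tree was divided into 5 clusters. The first, with 16 miRNAs, had a mean log2 difference of -1.28 between p4 mutants and controls and held miR-9 and miR-455 as well as 5 miRNAs of Table 1. Of its miRNAs, 15 were called lower in p4 mutants. In the second, with 26 miRNAs and 11 of Table 1, the means were 0.56 from E17 to p4 in controls and -0.50 between p4 mutants and controls. The third, with 24 miRNAs including miR-1224, had a mean change with age of -0.88 in controls and -0.50 in mutants, and 23 of its miRNAs were called down with age in controls. The fourth, with 26 miRNAs, had mean differences of 0.77 at p4 and 0.34 at E17 between mutants and controls, and 25 of its miRNAs were called higher in p4 mutants. The fifth held miR-451 alone. In the first 3 clusters, the mean differences between the genotypes at E17 were -0.30, -0.14 and 0.02. The size of the largest cluster depended on the signals used and was 94 miRNAs with background-subtracted ones.

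**Figure D2:**
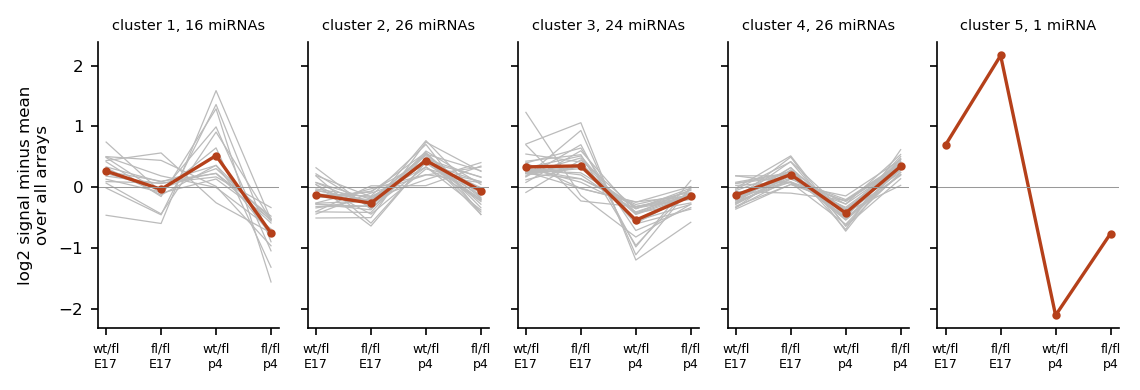
Log2 signal minus the mean over all arrays (vertical axis) of the miRNAs of each cluster in the 4 groups (horizontal axis, means of 4 arrays), with 1 panel per cluster, grey lines for single miRNAs and a red line for their mean. The red line drops in p4 mutants in the panels of 16 and 26 miRNAs on the left, falls from E17 to p4 in the panel of 24, and is highest in the mutants at each age in the second panel of 26.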

**Figure 5:**
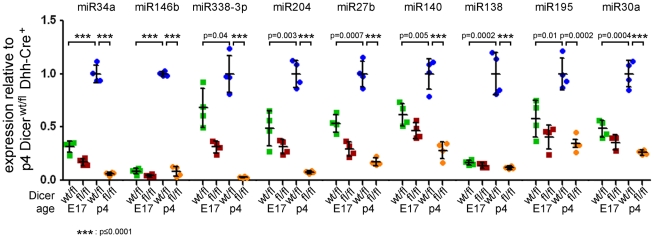
Real time PCR confirmation of miRNAs upregulated upon myelination. Expression of miRNAs in sciatic nerves of E17 and p4 Dicer^fl/fl^ Dhh-Cre^+^ (fl/fl) and control Dicer^wt/fl^ Dhh-Cre^+^ (wt/fl) mice was analyzed by real time PCR with Taqman probes. The levels of miRNA expression were quantified in comparison with sno234 RNA as the endogenous control. Expression is shown as relative values compared to p4 Dicer^wt/fl^ Dhh-Cre^+^. Error bars indicate standard deviation. All miRNAs analyzed were significantly downregulated in Dicer^fl/fl^ Dhh-Cre^+^ nerves at p4: *p*≤0.0001 (miR-34a, miR-146b, miR-338-3p, miR-204, miR-27b, miR-140, miR-138, miR-30a), *p* = 0.0002 (miR-195). Furthermore, miRNAs were confirmed to be upregulated upon myelination: *p*≤0.0001 (miR-34a, miR-146b), *p* = 0.04 (miR-338-3p), *p* = 0.003 (miR-204), *p* = 0.0007 (miR-27b), *p* = 0.005 (miR-140), *p* = 0.0002 (miR-138), *p* = 0.01 (miR-195), *p* = 0.0004 (miR-30a). P values were determined using unpaired two-tailed student's t-test.

**Table 1:** miRNAs significantly upregulated in sciatic nerves during myelination log_2_ ratio ≥0.5 and significantly decreased as a consequence of Schwann cell specific Dicer depletion log_2_ ratio ≤−0.5.

Agilent Systematicname	effect of Schwann cell specificDicer depletion in P4 [pValue]	effect of Schwann cell specificDicer depletion in P4 [log2 Ratio]	myelination effect inDicer +/− Dhh-Cre+ [pValue]	myelination effect inDicer +/− Dhh-Cre+ [log2 Ratio]
mmu-miR-338-3p	0.0000024	−3.01	0.00087	0.96
mmu-miR-338-3p	0.000010	−2.15	0.00067	1.05
mmu-miR-34a	0.00000046	−2.31	0.0000039	1.55
mmu-miR-34a	0.00000041	−2.20	0.0000061	1.52
mmu-miR-204	0.000010	−2.28	0.0025	1.11
mmu-miR-204	0.000010	−1.55	0.0011	0.92
mmu-miR-146b	0.00000031	−2.25	0.00000023	2.14
mmu-miR-146b	0.000020	−0.69	0.0000071	0.70
mmu-miR-27b	0.0000040	−1.55	0.00019	0.97
mmu-miR-27b	0.000074	−1.00	0.00025	0.71
mmu-miR-30a	0.000024	−1.35	0.00015	1.05
mmu-miR-30a	0.000026	−1.23	0.00016	0.98
mmu-miR-30a	0.000090	−0.98	0.023	0.64
mmu-miR-140	0.000035	−1.07	0.00015	0.83
mmu-miR-140	0.0000035	−0.81	0.0000089	0.65
mmu-miR-23b	0.000092	−1.00	0.0019	0.55
mmu-miR-23b	0.00018	−0.98	0.0036	0.80
mmu-miR-138	0.0000038	−0.90	0.000017	1.01
mmu-miR-138	0.000069	−0.69	0.000091	0.74
mmu-miR-30a*	0.000027	−0.88	0.00021	0.61
mmu-miR-100	0.00048	−0.84	0.000047	0.92
mmu-miR-100	0.00039	−0.57	0.000075	0.95
mmu-miR-140*	0.00089	−0.78	0.00073	0.69
mmu-miR-30c	0.00044	−0.77	0.000044	0.79
mmu-miR-30b	0.00080	−0.77	0.00088	0.75
mmu-miR-24	0.00017	−0.72	0.00039	0.54
mmu-miR-24	0.000048	−0.67	0.0014	0.67
mmu-miR-195	0.0000083	−0.57	0.00000067	1.31

### Altered myelination signals in Dicer-deficient peripheral nerves

In order to determine the effect of miRNA depletion from Schwann cells on the expression of molecules involved in peripheral nerve myelination, we performed quantitative RT-PCR on mRNA isolated from E17 and p4 Dicer^fl/fl^ Dhh-Cre^+^ and Dicer^wt/fl^ Dhh-Cre^+^ nerves. The mRNA expression of several transcription factors, cell surface receptors, and other molecules known to be involved in peripheral nerve myelination was significantly altered in p4 Dicer^fl/fl^ Dhh-Cre^+^ nerves compared to Dicer^wt/fl^ Dhh-Cre^+^ (**Fig 3b–d**). The factors known to promote myelination, Oct6, Egr2, Brn2, and Sox10, were all significantly downregulated in Dicer mutant nerves. Apart from Brn2, dicerless nerves from 4-day old mice expressed these factors at levels similar to embryonic nerves from E17 mice (**Fig. 3b**). Inhibitors of myelination, including Sox2 and c-Jun were not altered (**Fig. 3c**). We also observed dysregulation of components of the Notch signaling pathway, including significant downregulation of Notch3 and Jagged2, as well as a somewhat lower Delta1 expression (which did not attain statistical significance) in Dicer mutant nerves. In contrast, Jagged1 was upregulated in Dicer mutant nerves. Therefore, loss of miRNA expression in peripheral nerves dramatically alters the balance between pro- and anti-myelin signals.

## Discussion

Here we show that Dicer expression in developing Schwann cells is crucially involved in peripheral myelination. By using a different, independently generated conditional Dicer knockout mouse strain [17], [18], we confirm recently published data [14]. The morphological and ultrastructural changes in dicerless peripheral nerves points to a crucial role for miRNAs in the transition of Schwann cells from the pro-myelin stage to the myelinating stage. Although Dicer is depleted at earlier developmental stages in Schwann cell precursors of Dicer^fl/fl^ Dhh-Cre^+^ mice, Dicer-deficient Schwann cells are nevertheless able to reach the immature Schwann cell stage, as evidenced by positive S100 expression and basal lamina formation in Dicer^fl/fl^ Dhh-Cre^+^ nerves and despite an altered microRNA expression profile already evident at E17. Proper sorting of the majority of axons indicate that Schwann cell differentiation into the myelinating phenotype is mainly arrested at the pro-myelin stage at the time when Dicer expression begins to increase in control sciatic nerves (**Fig. 6**). The reduction in mature myelin by ultrastructural or biochemical analysis (CNPase, MBP, PMP22) supports this conclusion. Some fibers appeared to overcome the myelination block, possibly due to incomplete recombination or due to the presence of residual Dicer protein that persists after genetic ablation. However, the myelin sheaths formed around these nerves are abnormally thin, confirming previous findings [14]. Dicer-deficient Schwann cells not only failed to myelinate, but also were unable to form normal Remak bundles of unmyelinated small-caliber axons. Cre expression itself has been shown to be toxic to certain cell types [19]. To exclude that toxicity of Cre expression in Schwann cells induced myelination defects or miRNA expression changes, we used Dicer^wt/fl^ Dhh-Cre^+^ littermates as controls. We did not see any evidence for spurious effects on myelination due to Cre expression.

**Figure 6:**
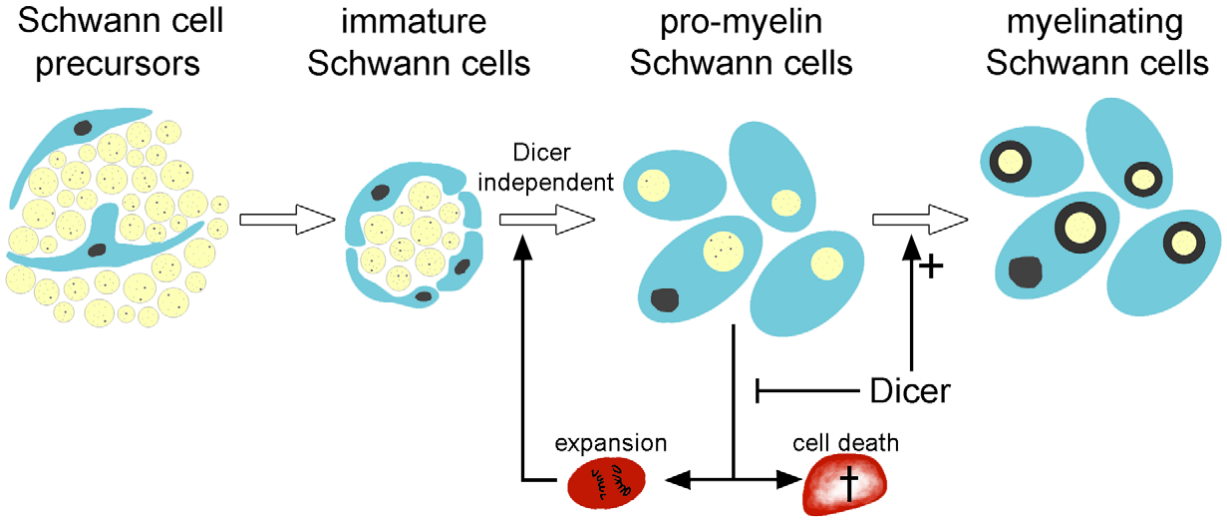
The role of Dicer and miRNAs in Schwann cell development. In the absence of Dicer, Schwann cells develop normally to the pro-myelin stage with properly sorted axons (light yellow). The presence of Dicer is required for acquisition of myelination competence by Schwann cells (turquoise). When Dicer is removed from Schwann cells (red), reduction of miRNAs leads to Schwann cell hyperproliferation and degeneration, suggesting that miRNAs are essential both for driving maturing Schwann cells into cell cycle arrest and terminal differentiation, as well as for their survival.

Myelin formation is known to be associated with cessation of Schwann cell proliferation. In 22-day old Dicer^fl/fl^ Dhh-Cre^+^ nerves, we observed mitotic events within Schwann cell nuclei and an increased proliferation rate as determined by Ki67 staining. The increased cell proliferation observed in arrested immature Schwann cells was not seen by others, as determined by BrdU incorporation rates in younger mice only [14]. This difference may reflect the age difference of the analyzed mice. In contrast to the result of the previous study, our data suggests that increased Schwann cell proliferation is indeed a consequence of Dicer ablation from Schwann cells and accompanies the defect in myelination, at least at an older age. Consistently with Pereira et al., we also observed a slight increase in the number of TUNEL-positive cells in sciatic nerves of Dicer mutant mice.

How can the above findings be mechanistically explained? In Dicer-less Schwann cells, a global reduction of all miRNAs may directly lead to both Schwann cell proliferation and death, maybe because certain miRNAs are necessary for exiting the cell cycle, terminal differentiation, and cell survival (**Fig. 6**). It is not necessarily contradictory that both cell death and cell proliferation are stimulated in the absence of Dicer, since its global effect on all miRNAs is expected to produce pleiotropic phenotypes. 

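Quantile normalization gives every array the same distribution of signals, so a reduction of all miRNAs can only be read from signals before normalization. The log2 of the summed background-subtracted signal of all miRNAs was 16.07 ± 0.24 in p4 Dicer fl/fl Dhh-Cre+ nerves and 17.03 ± 0.14 in p4 controls (SD, n = 4). This difference of -0.96 corresponds to 51.3% of the control signal and had an exact two-sided permutation p of 0.0286, the smallest that 4 arrays against 4 can give. At E17 the sums were 15.40 ± 0.18 and 15.57 ± 0.30, a difference of -0.17 with an exact permutation p of 0.400. The median log2 signal of the expressed miRNAs was 5.49 ± 0.17 in p4 mutants and 6.06 ± 0.26 in p4 controls (exact permutation p = 0.0286), and 5.12 ± 0.27 and 5.16 ± 0.41 at E17 (exact permutation p = 0.886). The number of miRNAs detected per array was between 225 and 251 in p4 mutants and between 228 and 260 in p4 controls. According to the paper, the same amount of total RNA was labeled for each array. The array also carries positive-control probes, of which 19 were well above background on all arrays. The files do not name the RNAs that they bind, nor say whether these come from the nerve or were added. Their mean log2 signal was 13.53 ± 0.25 in p4 mutants and 13.82 ± 0.08 in p4 controls, a difference of -0.29 (exact permutation p = 0.0857). Relative to this signal, the p4 difference in summed miRNA signal was -0.68, or 62.5% of the control value, with an exact permutation p of 0.0571. That ratio was added after the sums had been seen. The sum of signals is in the scanner's units and gives no number of molecules.

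**Figure D3:**
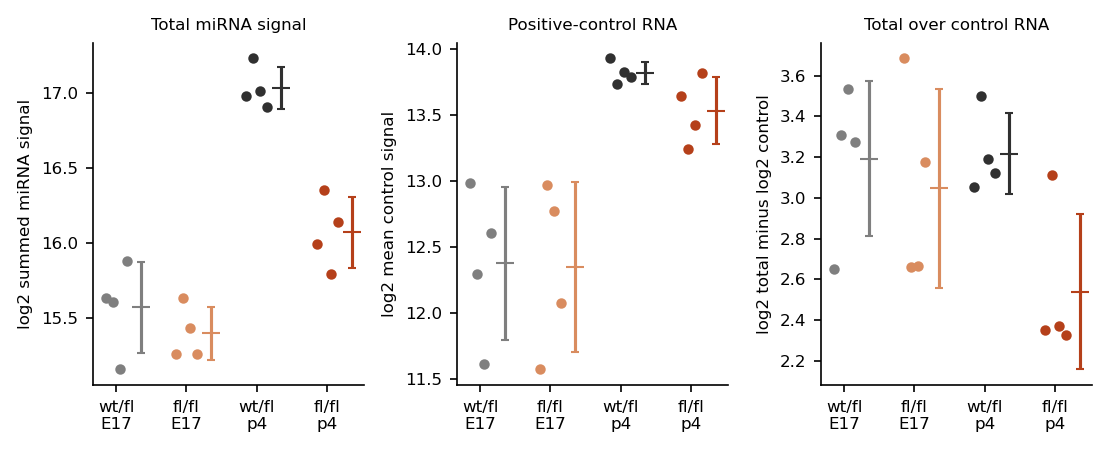
Log2 summed miRNA signal, log2 mean signal of the positive-control probes, and the first minus the second (vertical axes, 1 panel each), with a dot for each array of the 4 groups and the mean ± SD beside the dots. In the first panel all 4 p4 mutant arrays lie below all 4 p4 control arrays, and in the third 1 p4 mutant array, at 3.11, lies among the controls.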

Alternatively, in the absence of Dicer, arrested pro-myelin Schwann cells may become prone to degeneration. Cell death might induce compensatory proliferation, either of Schwann cells lacking Dicer or of Schwann cells in which recombination of the Dicer^flox^ allele has failed. However, it is not obvious which signalling pathway might trigger such a hypothetical compensation. Also, the lower percentage of dying cells (2%) compared to the higher percentage of proliferating cells (11%) argues against compensatory proliferation.

By microRNA microarray, we identified numerous miRNAs that are expressed in peripheral nerves during development at E17 and p4. Among the 216 expressed miRNA, 109 were either up- or downregulated upon differentiation of immature Schwann cells at E17 into myelinating Schwann cells at p4, or differentially expressed as a consequence of Dicer depletion at E17 or at p4. 

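Of the 29 miRNAs called higher in p4 Dicer fl/fl Dhh-Cre+ nerves, miR-451 had the largest log2 difference, 1.35 (standard error 0.466, limma adjusted p = 0.0306), with overlapping arrays of both groups. It was followed by miR-199b*, with 11.07 ± 0.49 against 9.76 ± 0.25 in controls (SD, n = 4), a difference of 1.31 (standard error 0.209, limma adjusted p = 0.000162). miR-199a-5p had 1.14 (limma adjusted p = 0.000300), miR-720 1.11 (adjusted p = 0.00328), miR-214 1.09 (adjusted p = 0.00118) and miR-434-3p 0.97 (adjusted p = 0.000518). Of the 10 miRNAs called higher at E17, 8 were also called higher at p4. These values are relative to the other miRNAs of an array, because each array was normalized to the same distribution. Without normalization between arrays, 1 miRNA was called higher in p4 mutants and 89 lower, and the difference for miR-199b* was 0.32 with a limma adjusted p of 0.265 (mmu-miR-199b*, Dicer fl/fl minus wt/fl at p4). Scaled to the 75th percentile of the probes detected on all arrays, 90 were called higher and 46 lower.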

Unexpectedly, for a number of miRNAs, Dicer mutant Dicer^fl/fl^ Dhh-Cre^+^ nerves showed a higher expression when compared to control Dicer^wt/fl^ Dhh-Cre^+^ nerves. This suggests that other endoneural cells like fibroblast and endothelial cells or axonally transported miRNAs may contribute to the overall pool of miRNAs which are regulated in response to Schwann cell-specific lack of miRNA expression.

It is plausible to assume that miRNAs crucially involved in myelination should be upregulated as Schwann cell development progresses towards the myelinating phenotype. We therefore selected those miRNAs that were both (1) significantly upregulated upon myelination and (2) significantly decreased upon Dicer depletion in Schwann cells. Only 16 miRNAs met these criteria (**Table 1**). Furthermore, we identified miR-9, miR-455, and miR-1224 as microRNAs downregulated upon myelination and reduced following Dicer ablation from Schwann cells. MiR-9 has previously been shown to regulate PMP22 expression in oligodendrocytes [13]. Assuming that PMP22 is also regulated by miR-9 in Schwann cells, the downregulation of this negative regulator of the major myelin protein PMP22 upon myelination should promote myelin formation.

Although downregulation of miRNAs might also be crucial during the development of peripheral myelin, such miRNAs are unlikely to be responsible for the observed phenotype following Dicer depletion in our study.

Some of the upregulated miRNAs are important for oligodendrocyte differentiation, e.g. miR-338 [11], [12] and miR-138 [11]. In addition, developmental upregulation of some miRNAs identified in our screen was observed in differentiating oligodendrocytes *in vitro*, including miR-146, miR-23b, miR-24, and miR-27b in one study [13] and miR-204, miR-27b and miR-100 very recently in another study [20]. However, some miRNAs identified have not been previously reported to be involved in myelination, including miR-195, miR-140, miR-34a, miR-30a, miR-30b, miR-30c, and miR-140*. 

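The array holds 2 probes for miR-219, and the scanner software detected it on 0 of the 16 arrays. Neither probe was well above background on any array. The group means of their log2 signals lay between 5.93 and 6.01, and the SDs between arrays of a group between 0.0197 and 0.0593. The log2 differences between p4 mutants and controls were -0.02 and -0.01, and those between p4 and E17 in controls 0.01 and 0.02. miR-219 was therefore left out of the 681 probes tested, and a change below the background of these arrays was not detectable.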

Interestingly, miR-219, despite being independently identified by two different groups as a key regulator of oligodendrocyte differentiation and CNS myelination [11], [12], was not identified as being differentially expressed in Dicer^fl/fl^ Dhh-Cre^+^ peripheral nerves in our miRNA screen.

Another study analyzed and compared the miRNA expression pattern in proliferating and differentiated rat Schwann cells *in vitro* [21]. This study focused on downregulation of rno-miRNA-29a expression in differentiated Schwann cells and the negative regulatory effect of miRNA-29a on PMP22 expression. 

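The log2 signal of miR-29a was 6.79 ± 0.24 in E17 controls and 7.17 ± 0.18 in p4 controls (SD, n = 4), and the ranges of both groups overlapped. The difference of 0.37 (standard error 0.111) had an adjusted p of 0.0149 from limma and lay under the limit of 0.5. The methods' t-test after Benjamini-Hochberg adjustment gave an adjusted p of 0.105 for the same difference (mmu-miR-29a, p4 minus E17 in wt/fl), while over the other settings limma gave adjusted values between 2.31e-07 without normalization between arrays and 0.549 with scaling to the positive-control probes, a setting added after the data had been seen. With background-subtracted signals the difference was 0.72 and past both limits. In Dicer fl/fl Dhh-Cre+ nerves miR-29a rose by 0.97 from E17 to p4 (limma adjusted p = 2.11e-05), a larger change than in controls by 0.59 (interaction test in limma, adjusted p = 0.0208), and without normalization between arrays this difference turned to -0.07.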

In our study, miRNA-29a was slightly but not significantly upregulated upon myelination, indicating that its inhibitory effect on PMP22 expression plays no major role in mice *in vivo* at this time point of development. The miRNAs identified by Verrier et al. to be upregulated in differentiated Schwann cells showed no overlap with our main candidates *in vivo* [21]. This is most likely caused by the differences in the experimental design. Under specific conditions, e.g. in nerve regeneration or at later time points of development, other miRNAs might be involved.

The process of myelination requires the specific upregulation of pro-myelinating proteins and the coordinated downregulation of anti-myelinating proteins at specific stages of myelin maturation. Interestingly, we found that several transcripts (Oct6, Egr2, Brn2, Sox10) encoding pro-myelinating proteins fail to be upregulated in Dicer^fl/fl^ Dhh-Cre^+^ nerves, with expression levels of Oct6, Egr2, and Sox10 in Dicer^fl/fl^ Dhh-Cre^+^ p4 nerves closely matching those in Dicer^wt/fl^ Dhh-Cre^+^ E17 nerves. The only exception was Brn2, which was further downregulated in Dicer^fl/fl^ Dhh-Cre^+^ p4 nerves than in E17 nerves. This is in contrast to the recent study by Pereira et al., where Sox10 expression was not significantly reduced and Oct6 expression was only marginally reduced. The dramatic downregulation of Egr2 reported by Pereira et al., on the other hand, was consistent with our study [14]. In addition, we found elevated levels of p75NTR mRNA in Dicer^fl/fl^ Dhh-Cre^+^ nerves, which is normally down-regulated after onset of myelination.

miRNA expression is normally associated with silencing of target mRNAs, either through enhanced mRNA degradation or translational inhibition of target transcripts. Therefore the Schwann cell differentiation defect observed in nerves of Dicer^fl/fl^ Dhh-Cre^+^ mice might reflect the failure of Dicer^fl/fl^ Dhh-Cre^+^ Schwann cells to downregulate anti-myelin signaling molecules. We tested the mRNA expression of the anti-myelinating factors Sox2 and c-Jun in Dicer^fl/fl^ Dhh-Cre^+^ versus Dicer^wt/fl^ Dhh-Cre^+^ nerves. We did not detect any significant difference in Sox2 or c-Jun mRNA expression between these two groups at the mRNA level; however, Pereira et al. reported elevated Sox2 in Dicer^fl/fl^ Dhh-Cre^+^ nerves [14].

miRNA-34a was recently shown to act as a tumor suppressor in human glioma cells by inhibiting cell proliferation [22], [23]. It has recently been shown that miRNA-34a is also downregulated in tumors of peripheral nerves called malignant peripheral nerve sheath tumors (MPNST) where it may act as a tumor suppressor as well [24]. 

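The log2 signal of miR-34a was 8.93 ± 0.21 in E17 controls, 8.49 ± 0.05 in E17 Dicer fl/fl Dhh-Cre+ nerves, 10.30 ± 0.14 in p4 controls and 8.04 ± 0.17 in p4 mutants (SD, n = 4 each). It rose by 1.37 from E17 to p4 in controls (standard error 0.104, limma adjusted p = 2.08e-07), and every p4 control array was above every E17 control array. Between p4 mutants and controls the difference was -2.26 (limma adjusted p = 9.85e-10). A second probe of miR-34a gave 1.44 and -2.15 for these differences. At E17 the difference between the genotypes was -0.44 (limma adjusted p = 0.0192), under the limit of 0.5, and without replicate 4 of the E17 controls it was -0.51 (mmu-miR-34a, Dicer fl/fl minus wt/fl at E17). From E17 to p4 in mutants miR-34a changed by -0.44 (limma adjusted p = 0.00603). The effect of Dicer ablation was stronger at p4 than at E17 by -1.82 on the log2 scale (interaction test in limma, adjusted p = 1.22e-06).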

MiRNA-34a was a main candidate in our screen and a major histological observation in Dicer mutant nerves was an increased Schwann cell proliferation. It is likely that miRNA-34a drives Schwann cell differentiation by shutting down their proliferation during development; failure of this regulatory circuit may be involved in the histogenesis of schwannomas. Besides miR-34a, other miRNAs that were identified in our screen were previously found to be associated with an inhibitory effect on proliferation of non-neural tumor cells, including miR-24 in HeLa cells [25] and miR-100 in oral squamous cell carcinoma [26].

Furthermore, we observed an increased phosphorylation of Erk in Dicer mutant nerves at p20. Activation of the Erk pathway is known to induce dedifferentiation of Schwann cells and Schwann cell proliferation, and might contribute to the observed failure of Schwann cells to myelinate [27], [28]. Also, overexpression of Ras protein can induce Schwann cell differentiation and proliferation arrest, in contrast to its proliferation-promoting effects on other cell types [29], [30]. In Dicer mutant nerves, we observed a significantly lower Ras expression compared to control nerves. Therefore, low levels of Ras might also contribute to the observed phenotype.

We also found altered mRNA expression of transcripts involved in Notch signaling, including Jagged1, Jagged2, and Notch3. In addition, Pereira et al. observed an increased expression of Notch1, and Hes1, as well as a reduced level of ErbB2 in Dicer^fl/fl^ Dhh-Cre^+^ nerves [14]. Of note, Jagged1 and Notch1 which were upregulated at the mRNA level in Dicer^fl/fl^ Dhh-Cre^+^ nerves compared to Dicer^fl/fl^ Dhh-Cre^+^, were previously identified as a target of miR-34a, which we identified in our miRNA screen [22], [31]. Deregulated Notch and/or neuregulin signaling may therefore partly explain the failure of immature Schwann cells to upregulate some pro-myelin transcripts, such as Egr2. Consistently with Pereira et al. we observed impaired Akt phosphorylation at Ser-473 in Dicer mutant nerves at the onset of myelination (at p4/p5) [14]. In contrast, at p18 we observed increased Akt phosphorylation in Dicer mutant nerves. Hence in young mice deletion of Dicer led to a reduction of the pro-myelinating phosphorylation of Akt. Since Akt activation promotes myelination [32], increased Akt phosphorylation may reflect a compensatory upregulation of pro-myelinating signals in response to abnormally high levels of anti-myelinating factors in the absence of miRNA regulation at an older age. In any case, it seems as if the compensatory response in Dicer^fl/fl^ Dhh-Cre^+^ nerves is unable to override anti-myelination signals, as the nerves nevertheless fail to myelinate.

It will be interesting to determine in the future whether miRNAs that are upregulated in both CNS and PNS myelination play analogous roles and/or target the same proteins in these cell types. Conversely, miRNAs that are distinctly upregulated in either oligodendrocytes or Schwann cells may target proteins and/or control processes that are specific to either PNS or CNS myelination.

Clearly, miRNAs play a crucial role in the myelination process both in the CNS and the PNS. An important task that remains for future studies will be to positively identify Schwann cell-specific target transcripts of and the mode of regulation by miRNAs that are specifically upregulated in peripheral nerves during PNS myelination.

## Materials and Methods

### Mice and ethical statement

We housed mice and performed animal experiments in accordance with the Swiss Animal Protection Law and in compliance with the animal welfare regulations of the Canton of Zurich. The Committee on Animal Experimentation of the Cantonal Veterinary Office of the Canton of Zurich has specifically approved this study under license number 200/2007. Dicer^fl/fl^ mice were obtained from Jackson Laboratory (strain name: Dicer1^tm1Bdh^/J; stock number: 006001) [17]. Dhh-Cre mice were kindly provided by Dr. Dies Meijer [33]. Dicer^fl/fl^ mice were crossed to Dhh-Cre, and subsequently, F1 mice were bred again to Dicer^fl/fl^ mice to obtain Dicer^fl/fl^ Dhh-Cre^+^ mice. For identifying Dhh-Cre transgene positive mice, the following primers were used: *Cre* fw: ACC CTG TTA CGT ATA GCC GA, *Cre* rev: CTC CGG TAT TGA AAC TCC AG. For distinguishing Dicer floxed and Dicer wild-type alleles, the following primers were used: DF1: CCT GAC AGT GAC GGT CCA AAG and DR1: CAT GAC TCT TCA ACT CAA ACT, producing a wild-type allele-specific product of 350bp and a floxed allele-specific product of 420bp. The recombined allele was amplified using DF1 primer and Ddel primer: CCT GAG CAA GGC AAG TCA TTC, the same primer set recognized also the wild-type allele (product size 1.3 kb).

### Electron microscopy

Mice at the age of p4 or older were anesthetized and transcardially perfused with PBS followed by 3.9% glutaraldehyde in 0.1 M phosphate buffer, pH 7.4. Sciatic nerves of embryos (E17) were fixed with glutaraldehyde in situ for at least 5 minutes. At least n = 4 mice of each genotype and age group (E17, p4, and p18, mixed gender) were analyzed. All nerves were then postfixed in glutaraldehyde in a test tube. Tissues were embedded in Epon using standard procedures. Semithin sections were stained with toluidine blue. Ultrathin sections were mounted on copper grids coated with Formvar membrane and contrasted with uranyl acetate/lead citrate. We examined the specimens using a Hitachi H-7650 transmission electron microscope operating at 80 kV. We took pictures with a digital CCD camera.

### miRNA microarray

miRNA was extracted from sciatic nerves as described in the next section. Sciatic nerves of embryos at the gestational age of 17 days (E17) or newborns at the age of 4 days (p4) were used. For each time point, 4 pairs of Dicer^fl/fl^ Dhh-Cre^+^ littermates and Dicer^wt/fl^ Dhh-Cre^+^ were used and analyzed separately on individual arrays (Dicer^fl/fl^ Dhh-Cre^+^ E17 n = 4: 1 male, 3 females, Dicer^+/fl^ Dhh-Cre^+^ E17 n = 4: 1 male, 3 females, Dicer^fl/fl^ Dhh-Cre^+^ p4 n = 4: 1 male, 3 females, and Dicer^+/fl^ Dhh-Cre^+^ p4 n = 4: 2 males, 2 females). Purity and quality of the isolated total RNA was determined using a NanoDrop ND 1000 (NanoDrop Technologies) and a Bioanalyzer 2100 (Agilent) respectively. Only those samples with a 260 nm/280 nm ratio between 1.6–2.1 and a 28S/18S ratio within 1.5–2 were further processed. Fluorescent miRNA with a sample input of 100ng of total RNA was generated. This method involves the ligation of one Cyanine 3-pCp molecule to the 3′ end of an RNA molecule using a miRNA Complete Labeling and Hyb Kit (Agilent). The quality of Cy3- RNA was determined using a NanoDrop ND 1000. Only RNA samples with a dye incorporation rate >2 pmol/µg were considered for hybridization. Cy3-labeled RNA samples were mixed with an Agilent Blocking Solution and resuspended in Hybridization Buffer using a miRNA Complete Labeling and Hyb Kit (Agilent). Target RNA Samples (45µl) were hybridized to Mouse miRNA 8x15k OligoMicroarrays (Agilent P/N G4472A, Design ID 019119y) for 20h at 55°C. Arrays were then washed using Agilent GE Wash Buffers 1 and 2 (Agilent), according to the manufacturer's instructions. An Agilent Microarray Scanner (Agilent p/n G2565BA) was used to measure the fluorescent intensity emitted by the labeled target. Raw data processing was performed using the Agilent Scan Control and the Agilent Feature Extraction Software Version 10.5.1.1. Quality control measures were considered before performing the statistical analysis. These included inspection of the array hybridization pattern (absence of scratches, bubbles, areas of non hybridization), proper grid alignment and number of green feature non-uniformity outliers (below 100 for all samples). Expression data was analyzed using R/Bioconductor. Briefly, median spot signals were log2-transformed and normalized using quantile normalization. Differential expression was assessed using t-test and fold-change analysis. miRNAs flagged as absent by the Feature Extraction Software in more than 50% of the samples in each of the 4 conditions were excluded from the results. All data is MIAME compliant and the raw data is available in the GEO archive under the accession GSE22023. For hierarchical clustering of the heatmap, we used as distance measure the euklidean distance of the normalized expression profiles of the miRNAs. Clusters were linked using the Ward's linkage rule that minimizes intra-cluster variance. A simplified version of the clustering tree is visualized on the left side of the heat map, including five groups of miRNAs.

### RNA extraction and real time PCR

RNA was extracted from sciatic nerves using miRNeasy (Qiagen) as described by the manufacturer using a polytron PT 3100 (kinematica). CDNA from mRNA was synthesized with QuantiTect, Reverse Transcription kit (Qiagen) and analyzed by real-time PCR using QuantiFast SYBR Green PCR kit (Qiagen). CDNA from miRNA was synthesized with TaqMan MicroRNA RT kit (Applied Biosystems) and analyzed using TaqMan MicroRNA Assays (Applied Biosystems) and Taqman Universal Master Mix II (Applied Biosystems). All samples were analyzed using a 7900HT Fast Real-Time PCR system (Applied Biosystems). Three to four biological replicates were used for each group analyzed (Dicer^fl/fl^ Dhh-Cre^+^ E17 n = 4: 3 males, 1 female, Dicer^+/fl^ Dhh-Cre^+^ E17 n = 3: 3 males, Dicer^fl/fl^ Dhh-Cre^+^ p4 n = 4: 3 males, 1 female, and Dicer^+/fl^ Dhh-Cre^+^ p4 n = 4: 2 males, 2 females). Of each biological replicate, two (mRNA) or three (miRNA) technical replicates were performed. The following primers were used: *c-jun* fw: CCT TCT ACG ACG ATG CCC TC, *c-jun* rev: GGT TCA AGG TCA TGC TCT GTT T; *Notch3* fw: CCA TCC TTG GAC TCA GGC, *Notch3* rev: AGC TGG TGT TAG TAG CTC C; *Jagged1* fw: GTT CTC CAA ATA ACT GTT CCC, *Jagged1* rev: ATT TCA TTC TGA CAG TGA CCC; *Jagged2* fw: TGC TGT CTG GCT TTG AAT GCC, *Jagged2* rev: AGC ATT AAG GCA CGG TTT CCC; *Delta1* fw: TTG TTC TTT CTC AGT GCC TCG, *Delta1* rev: CCC TTC TTG TTG ACG AAC TCC; *Sox2* fw: GCG GAG TGG AAA CTT TTG TCC, *Sox2* rev: CGGGAAGCGTGTACTTATCCTT; *Oct6* fw: TCG AGG TGG GTG TCA AAG G, *Oct6* rev: GGC GCA TAA ACG TCG TCC A, Egr2 fw: AAT GGC TTG GGA CTG ACT TG, Egr2 rev: GCC AGA GAA ACC TCC ATT CA; *Sox10* fw: AGA TGG GAA CCC AGA GCA C, *Sox10* rev: CTC TGT CTT TGG GGT GGT TG; *p75NTR* fw: CTA GGG GTG TCC TTT GGA GGT, *p75NTR* rev: CAG GGT TCA CAC ACG GTC T; *Brn2* fw: GCA GCG TCT AAC CAC TAC AGC, *Brn2* rev: GCG GTG ATC CAC TGG TGA G; *GAPDH* fw: CCA CCC CAG CAA GGA GAC T; *GAPDH* rev: GAA ATT GTG AGG GAG ATG CT; *Dicer* fw: ACC AGC GCT TAG AAT TCC TGG GAG; *Dicer* rev: GCA GCA GAC TTG GCG ATC CTG TAG.

### Western blot

Sciatic nerves were homogenized in nerve buffer (1% Triton×100, 137 mM NaCl, 2 mM EDTA, 20 mM Tris HCl, pH 8) using a polytron PT 3100 (kinematica). For analysis of 18- and 4-day old mice three different lysates were used, each containing nerves pooled from three mice with the respective genotype of mixed gender. Protein concentration was determined using the BCA protein assay (Pierce). Proteins were boiled in LDS (Invitrogen) containing β-mercaptoethananol, and loaded onto a NuPAGE® Novex Bis-Tris Gel (Invitrogen). After electrophoretical separation, proteins were blotted onto nitrocellulose membranes (Schleicher & Schuell) using XCell II Blot Module (Invitrogen). Membranes were blocked using TBST containing Top-Block (Sigma), and decorated with antibodies against CNPase (Abcam), MBP (Serotec), PMP22, and Ras (Abcam), Erk, phospho-Erk, Akt, phospho-Akt (Cell Signaling Technology), followed by incubation with the secondary anti-mouse IgG_1_ and IgG2a (Zymed) or anti-rabbit, and anti-rat IgG (Calbiochem). We visualized proteins using SuperSignal West Pico Chemiluminescent Substrate System (Pierce) and Amersham Hyperfilm ECL films (GE Healthcare).

### Immunohistochemistry

Sciatic nerves were fixed in 4% formalin and embedded in paraffin. For each genotype, at least four nerves were analyzed (22-day old Dicer^fl/fl^ Dhh-Cre^+^ and control Dicer^wt/fl^ Dhh-Cre^+^ littermates). Longitudinal paraffin or frozen sections were incubated with the following antibodies: anti-S100 (Dako), anti-MIB1 (Dako), B220/CD45R for B-cells (Pharmingen), CD3 for T-cells (clone SP7, NeoMarkers), CD68 for macrophages (Serotec) or stained with haematoxylin-eosin. For detection of primary antibodies, a Ventana machine was used according to the manufacturer's protocol. Mounted slides were analyzed on an Axiophot microscope (Zeiss), equipped with a JVC digital camera (KY-F70; 3CCD). Rabbit immunoglobulin fraction (Dako) served as negative control for S100 staining (data not shown). For assessing proliferation, 940–1400 nuclei per mouse were counted and the “MIB1 index” was determined as the percentage of nuclei positive for MIB1 immunohistochemistry. CD3- and CD68-positive cells were quantified in relation to total number of nuclei.

How the deposited data were processed for this re-analysis (not part of the article)

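Expression of miRNAs was measured in sciatic nerves of Dicer fl/fl Dhh-Cre+ mutants and Dicer wt/fl Dhh-Cre+ controls at embryonic day 17 (E17) and postnatal day 4 (p4), with 4 mice per group and 1 Agilent mouse miRNA array per mouse. The groups follow the labels of the deposited samples, and all 16 arrays were used. The paper's real time PCR, western blots and microscopy were not analysed here.

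The authors deposited the scanner output of each array as written by Agilent Feature Extraction 10.5.1.1, with the intensity of every spot before and after background subtraction and without normalization between arrays. The authors also deposited a table of 1902 probes with an intensity and a present flag for each array. This table was checked against the scanner output. Its intensities are geometric means of the median spot signals, quantile normalized across the arrays on the linear scale over all probes including controls, and they were rebuilt within 0.0011 on the log2 scale. The present flag is set where most spots of a probe are well above background, which matched in 100% of the flags. The headers give the array design as 021828. The miRNA names are those of the array design.

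For the values reported, the log2 of the median spot signal was quantile normalized across the 16 arrays over the 13000 spots that are not controls. Signals were then averaged over the spots of each probe, leaving out spots marked as non-uniform or population outliers. Signal, transform and kind of normalization follow the paper's methods. A miRNA counted as expressed where Feature Extraction detected it on a share of at least 0.5 of the arrays of at least 1 group, which left 681 probes of 281 miRNAs. Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on all 16 arrays, which share 1 estimate of the spread per probe. The contrasts were mutants minus controls at p4 and at E17, p4 minus E17 in controls and in mutants, and the difference between the 2 mutant effects. P-values were adjusted by the Benjamini-Hochberg method over the 681 probes. A probe was called at an adjusted p of at most 0.05 and a log2 difference of at least 0.5 in size, and a miRNA where at least 1 of its probes was called and none the other way. For sets defined by 2 comparisons, both calls had to fall on the same probe. This limma test took the place of the methods' t-test, which was run as an alternative.

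The miRNAs named are all those that the paper names and, for each comparison, the 5 with the largest rise and the 5 with the largest fall among the called miRNAs whose arrays did not overlap between the groups. For the difference between the mutant effects, the 5 largest called changes in each direction were taken. A miRNA with several probes is given by the probe with the highest mean signal. This rule was set before the data were examined, as were the comparisons, the tests, the lists of cell types and the alternatives, apart from those described as added.

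Total signal was the sum over miRNAs of the background-subtracted gene signal of Feature Extraction, negative values set to 0, and was compared by exact two-sided permutation tests over the 70 assignments of 8 arrays to 2 groups, whose smallest p is 0.0286. Lists of miRNAs of 7 cell types (erythroid, skeletal muscle, leukocyte, endothelial, fibroblast and smooth muscle, neuron and hepatocyte) were tested with fry, and with camera as the alternative, in 3 comparisons, and their p-values were adjusted over the 21 tests. The miRNAs called in any of the 3 comparisons were divided into 5 clusters by Ward linkage on Euclidean distances. Because both comparisons behind the paper's first set use the same p4 control arrays, 1000 data sets without an effect of Dicer were simulated. Names and neighbours of miRNA genes came from the gene table of GRCm38.p6, in which 265 of the 276 expressed mouse names were found. Because the build of the array design is not given, no coordinates were used.

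The limma fit and the list test were tried on simulated probe values with independent noise. Normalization, averaging of spots and the filter were not covered. Differences under 1, such as those called at E17, were not simulated for the fit. For the fit, 200 of the 681 probes were changed by a log2 difference of 1. Of these, 99% were recovered in the comparison at p4, 97% in that at E17, 99% from E17 to p4 in controls and 95.5% from E17 to p4 in mutants, with 0%, 0.513%, 0% and 0% of the calls being false. With 0.5 added to a list in the comparison at p4, 5 of the 7 lists were recovered, and 0 of 42 tests of unchanged lists were called.

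Between 197 and 260 miRNAs were detected per array. The 10 brightest miRNAs held on average 39.2% of the total signal in E17 controls, 40.2% in E17 mutants, 43.9% in p4 controls and 43.0% in p4 mutants. The number of arrays limits the precision. The alternatives covered the signal and its background correction, the normalization, the filter on absent miRNAs, the limits, the test, the rule for several probes, the arrays in the fit, array weights, a replicate block, the authors' deposited intensities, and leaving out each array in turn. Scaling to the positive-control probes, a background correction by normexp (offset 50) on median signals, filters by the deposited present flag, the median over the brightest probes, and the deposited intensities combined with the present flag and the methods' t-test were added after the data had been seen.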

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

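The tests of the arrays with most non-uniform spots, of blood, of signal over background at E17, of labelled RNA, of a few bright miRNAs, of compression on the E17 slide and of binding by another RNA, and the scaling to the positive-control probes, were chosen only after the result was seen. Array values and the log2 signals of 41 named miRNAs were tested for 1 array far from the other 3 of its group. Chance gives about 1 in 20 groups, or 9.8 of the 196 groups tested, and 18 were found.

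Of the values per array, the number of non-uniform spots was 288 on p4 control replicate 3 (43 to 76 on the others) and 469 on p4 mutant replicate 3 (26 to 43). E17 mutant replicate 3 had 569 population outlier spots (420 to 432). Against damage of the 2 arrays with most non-uniform spots as the source of the p4 calls argues that without them 56 of the 59 miRNAs were called the same way. The ratio of total signal to positive-control probes was 3.11 on the log2 scale on p4 mutant replicate 2 (2.32 to 2.37), which widens the spread of that ratio among p4 mutants. What set these arrays apart was not tested, and the design gives no biological explanation.

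On p4 control replicate 2, miR-1224 had a log2 signal of 11.51 (8.35 to 8.42 on the other 3 arrays), miR-451 of 9.65 (7.64 to 7.94) and miR-486 of 6.27 (5.99 to 6.03). Without this array, the difference of miR-1224 was -2.83 instead of -2.05 (mmu-miR-1224, p4 minus E17 in wt/fl), and it was called at p4 with 1.31 (mmu-miR-1224, Dicer fl/fl minus wt/fl at p4) and at E17 with -1.38 (mmu-miR-1224, Dicer fl/fl minus wt/fl at E17). Blood in the sample may raise erythroid miRNAs, and 3 of 3 were higher there, but miR-144 by only 0.08 against 1.82 for miR-451. miR-122 was higher by 3.18, miR-494 by 2.49 and miR-689 by 1.82 than the mean of the other 3 arrays, and of all 281 miRNAs 17 lay apart on this array. Blood and a different cause cannot be told apart, since the erythroid list has 3 miRNAs, 2 of them close to background. No biological explanation was tested.

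Among the other named miRNAs, p4 mutant replicate 3 was apart in miR-338-3p (7.77 against 8.38 to 8.45), let-7d (10.43 against 11.23 to 11.35), miR-363 (5.92 against 5.99 to 6.00) and miR-96 (7.34 against 7.596 to 7.641), and p4 control replicate 3 in let-7d (11.07 against 11.59 to 11.69). These are the 2 arrays with most non-uniform spots, on which 13 and 14 of the 281 miRNAs lay apart. E17 mutant replicate 1 was apart in miR-100 (7.95 against 7.75 to 7.78), miR-1224 (9.48 against 9.94 to 10.00), miR-199a-5p (10.09 against 10.28 to 10.31) and miR-720 (10.57 against 11.15 to 11.26). miR-204 was apart on E17 control replicate 1 (9.86 against 9.08 to 9.21) and miR-146b on p4 control replicate 1 (8.39 against 8.08 to 8.12). With 14 of the 18 groups among named miRNAs, chance is open for each single one. The design gives no biological explanation for single arrays.

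The effect of Dicer ablation was tested for a difference between the ages, and 27 miRNAs were called by limma, 19 of them with a more negative effect at p4 and 8 with a more positive one. Without p4 mutant replicate 3, the array with 469 non-uniform spots, 19 were more negative and 21 more positive, and with array weights 25 and 32, so that which direction prevails depends on that array and on the weights. Of the miRNAs of Table 1 and the paper's second set, these were miR-338-3p (-2.28, limma adjusted p = 0.000103),  miR-204 (-1.82, adjusted p = 0.000179), miR-34a (-1.82, adjusted p = 1.22e-06), miR-30a (-1.12), miR-140 (-0.99), miR-27b (-0.94), miR-140* (-0.75), miR-30c (-0.68), miR-30a* (-0.66), miR-23b (-0.65) and miR-455 (-0.62). miR-20b had -1.14. miR-146b (-1.99) and miR-138 (-0.91) were also called, but no E17 array of either genotype was well above background for them, so that the effect at E17 could not be measured and these values do not test a difference between the ages. The difference was positive for miR-183 (1.07), miR-96 (0.71), miR-182 (0.62), miR-29a (0.59) and miR-487b (0.55). That of miR-487b was no longer called without any 1 of 9 arrays, among them p4 mutant replicate 4 with 0.46 (mmu-miR-487b, (fl/fl minus wt/fl at p4) minus (fl/fl minus wt/fl at E17)). Of 100 drawn splits, 4 gave as many calls, namely the real one and all 3 others that keep the p4 groups and regroup only the E17 arrays, with 85, 64 and 42 calls. Of the 96 that mix the p4 arrays, 0 did. Chance can thus be excluded for the grouping at p4, but these splits do not show that the effect at E17 differs from that of regrouped E17 arrays. Lower signal over background at E17 could shrink differences at that age, and against it as the whole cause argues that 26 of the 27 were called the same way on background-subtracted signals scaled to the 75th percentile. Compression of signals on the E17 slide would make the effects at E17 a common share of those at p4 among miRNAs of similar brightness. Of 141 miRNAs well above background on all arrays, 0 deviated from the best such share by adjusted p in limma, and 0 did in the median of 100 data sets simulated with compression, so this count says nothing. At an unadjusted p under 0.05, a count chosen after the first was seen, 20 deviated, against at most 18 in the simulated data sets, which argues against a shared compression as the whole cause. Since slide and scan go with age, other differences between the slides stay open, as does the biological difference between the ages, which was not tested apart from them.

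The difference in total signal between mutants and controls was lower at p4 than at E17 by a log2 difference of -0.79. A permutation of the ages within the genotypes gave an exact p of 0.233 over 4900 assignments, but it carries the change with age, 1.46 in controls, into its null distribution and so does not test this difference. A permutation of residuals, added only after that value was seen, gave p = 0.00338 over 100000 resamples. In controls, the log2 signal of the positive-control probes also rose, from 12.38 ± 0.58 at E17 to 13.82 ± 0.08 at p4. Relative to these probes the control total was 3.19 ± 0.38 and 3.22 ± 0.20, so its rise cannot be told from a difference between slides or labelling. The difference between mutants and controls at E17 was -0.15 on this scale, on which the 2 ages were not compared by a test. Against a few bright miRNAs as the source of the lower total at p4 argues that without the 10 brightest the log2 difference was -0.92 (exact permutation p = 0.0286). Less labelled RNA on the mutant arrays and less miRNA in the nerves cannot be told apart, because relative to the positive-control probes the difference was -0.68 (exact permutation p = 0.0571) and the files do not say whether these probes measure added RNA. A loss of miRNAs in cells without Dicer is a biological hypothesis that these values leave open.

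Of the 39 viral names on the array, which the paper does not discuss, 5 were detected on at least 2 arrays of a group. mghv-miR-M1-2 was detected on 16 arrays, mcmv-miR-M23-1-5p on 14, mcmv-miR-m01-2 on 10, mghv-miR-M1-7-5p on 7 and mghv-miR-M1-8 on 4. mcmv-miR-m01-2 rose from 6.17 ± 0.11 to 6.96 ± 0.32 (SD, n = 4) from E17 to p4 in controls, a difference of 0.79 (limma adjusted p = 0.000462). The probes may bind another RNA of the mouse, which would also change with age, but no table here separates this from RNA of a virus, and the 2 cannot be told apart. No biological explanation was tested.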

How the results depend on the processing

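Scaling to the positive-control probes, normexp on median signals, the deposited present flag, the median over the brightest probes, and the authors' deposited values with the present flag and the methods' t-test were chosen only after the results were seen. In what follows, counts are miRNAs called, and where no other reason is given the cause was not tested. In the order used below, the main counts are 59 at p4, 17 at E17, 57 from E17 to p4 in controls, 30 from E17 to p4 in mutants, 93 in any of the 3 comparisons, 15 up with age and down in p4 mutants, 1 down in both respects, 29 higher in mutants at p4, 10 higher at E17, 27 with a Dicer effect that differs between the ages, and 26 in the largest cluster.

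Background-subtracted signals with quantile normalization gave 149 at p4, 140 with age in controls, 93 with age in mutants, 214 in any comparison, 40 up and then down, 3 down in both respects, 74 higher at p4, 3 higher at E17 and a largest cluster of 94. The planned normexp correction on mean signals could not be run because the files hold no mean signals, and on median signals normexp gave 11 at E17 and 18 higher at p4. Scaling to the 75th percentile of the probes detected on all arrays gave 136 at p4, 45 at E17, 106 with age in controls, 89 with age in mutants, 173 in any comparison, 26 up and then down, 3 down in both respects, 90 higher at p4, 31 higher at E17, 82 differing between the ages and a largest cluster of 61. Scaling to the 75th percentile of all probes gave 121 at p4, 99 with age in controls, 78 with age in mutants, 153 in any comparison, 56 up and then down, 46 higher at p4, 2 higher at E17, 47 differing between the ages and a largest cluster of 54. Without normalization between arrays, the counts were 90 at p4, 7 at E17, 165 with age in controls, 65 with age in mutants, 172 in any comparison, 85 up and then down, 0 down in both respects, 1 higher at p4, 2 higher at E17 and 86 differing between the ages, with a largest cluster of 67. The gene signals of Feature Extraction gave 151 at p4, 42 at E17, 139 with age in controls, 85 with age in mutants, 208 in any comparison, 36 up and then down, 4 down in both respects, 90 higher at p4, 22 higher at E17 and 78 differing between the ages. Scaling to the positive-control probes gave 5 at E17, 65 with age in mutants, 26 up and then down, 3 down in both respects, 4 higher at p4, 0 higher at E17 and a largest cluster of 44. Quantile normalization of the expressed miRNAs gave 0 down in both respects, and the authors' deposited values gave 2 of these and 43 differing between the ages.

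A log2 limit of 1 gave 14 at p4, 0 at E17, 13 with age in controls, 6 with age in mutants, 22 in any comparison, 2 up and then down, 0 down in both respects, 6 higher at p4, 0 higher at E17 and 7 differing between the ages, and requiring every probe of a miRNA to be called gave 38, 2, 25, 14, 52, 9, 0, 15, 0 and 16. Both rules are stricter by construction. With unadjusted p-values from limma and a limit of 0.5, 25 miRNAs were called at E17. Calling by the brightest probe alone, which leaves 1 probe per miRNA, gave 11 at E17 and 6 higher at E17. No filter on absent miRNAs, which adjusts over more probes, gave 10 and 3. The methods' t-test gave 2 down in both respects without adjustment, and after Benjamini-Hochberg adjustment 0 of these and 3 higher at E17. Unadjusted p-values from limma gave 4 down in both respects, and array weights gave 4 of these and 57 differing between the ages. The deposited values with the present flag and the methods' t-test gave 26 at E17 and 3 down in both respects. The mean number up and then down in data simulated without an effect of Dicer was 0, and 0.057 with unadjusted p-values. Of the 21 tests of miRNA lists, 6 passed with fry, 0 with camera (3 had an unadjusted p under 0.05), 1 with fry and the 75th percentile of all probes and 0 with scaling to the positive-control probes. With that scaling, the difference in total signal at p4 was -0.68 (exact permutation p = 0.0571) and that in the median of the expressed miRNAs -0.28 (exact permutation p = 0.314), both in the same direction. The other alternatives for these 2 values at p4 gave the smallest exact p of 0.0286, in the same direction.

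The share of calls in each direction depended on the scaling, the test and single arrays: without p4 mutant replicate 3, the difference between the ages had 21 and 19. At E17 with quantile normalization, fitting only the 2 groups compared gave 8 higher and 13 lower, and array weights 10 and 14. Unadjusted limma p-values gave 11 and 14, and the methods' t-test after adjustment 3 and 9. Detection on every array of a group (10 and 7) and the brightest probe alone (6 and 5) kept more higher. With 1 array left out, the counts ran from 2 and 6 (E17 control replicate 1) to 12 and 11 (E17 control replicate 4). With quantile normalization, 29 miRNAs were higher and 30 lower at p4, 10 and 7 at E17, 23 up and 34 down with age in controls, 9 and 21 with age in mutants, and 8 and 19 in the difference between the ages. Background-subtracted signals gave 3 higher and 13 lower at E17, 73 and 67 with age in controls, 46 and 47 with age in mutants and 5 and 27 in the difference. Normexp gave 2 and 16 in the difference. The 75th percentile of the probes detected on all arrays gave 90 and 46 at p4, 31 and 14 at E17, 45 and 44 with age in mutants and 50 and 32 in the difference. The 75th percentile of all probes gave 46 and 75, 2 and 11, 79 and 20, 57 and 21, and 6 and 41 in the 5 comparisons in turn, and no normalization 1 and 89, 2 and 5, 161 and 4, 57 and 8, and 2 and 84. Quantile normalization of the expressed miRNAs gave 30 and 24 with age in controls, 17 and 19 with age in mutants and 17 and 23 in the difference, and the deposited values 30 and 29 with age in controls, 19 and 25 with age in mutants and 17 and 26 in the difference. Scaling to the positive-control probes gave 4 and 69 at p4, 0 and 5 at E17, 2 and 63 with age in mutants and 1 and 23 in the difference, and the gene signals 90 and 61 at p4, 38 and 47 with age in mutants and 35 and 43 in the difference. The median log2 difference of all tested probes, 0.06 at p4 with quantile normalization, was 0.24 with background-subtracted signals, 0.13 with the 75th percentile of the probes detected on all arrays, -0.19 without normalization and 0.32 with the gene signals. From E17 to p4 in controls it was 0.10 with the 75th percentile of all probes, 0.57 without normalization, -0.22 with the positive-control probes and -0.13 with the gene signals. At E17 without normalization it was 0.19, and from E17 to p4 in mutants 0.12 without normalization and -0.38 with the positive-control probes. In the difference between the ages it was 0.14 with background-subtracted signals, 0.12 with the 75th percentile of the probes detected on all arrays, -0.40 without normalization and 0.19 with the gene signals.

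Of single miRNAs, 8 comparisons changed sign. Without normalization between arrays these were miR-9 (0.15), miR-455 (0.37), miR-720 (0.21) and miR-214 (0.24) from E17 to p4 in controls, miR-1224 (-0.17) and miR-29a (-0.0780) at p4, and miR-29a (-0.0746) in the difference between the ages. With the positive-control probes, miR-455 at E17 turned to -0.0181. Without normalization, the 4 differences with age lie below the median of all probes, 0.57, and the 2 at p4 above theirs, -0.19, so that relative to the other probes they keep their direction. Of the other comparisons of named miRNAs under alternatives that keep all arrays, 1217 stayed on their side of the limits, 130 fell under them and 49 passed them. With 1 array left out, 1159 stayed, 44 fell under the limits and 13 passed them.

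With each array left out in turn, the count at E17 ranged from 8 (without E17 control replicate 1) to 23 (without E17 control replicate 4), that of miRNAs higher at E17 from 2 to 12 (the same arrays), that of miRNAs down in both respects from 0 (without E17 control replicate 1) to 4 (without p4 control replicate 2), and the largest cluster from 26 to 50 (without p4 control replicate 2). The other counts stayed within 1.5 times of the main ones, with ranges of 56 to 69 at p4, 49 to 64 with age in controls, 29 to 39 with age in mutants, 87 to 101 in any comparison, 14 to 16 up and then down, 27 to 36 higher at p4, 23 to 40 differing between the ages and 5 to 9 lists. The difference in total signal at p4 ranged from -1.06 to -0.87. The correlation between the arms of a hairpin at p4 was 0.678 and ranged from 0.575 to 0.700 over all alternatives, and the number of expressed miRNAs was 281, and from 230 to 281 over the other definitions and with arrays left out (611 names with no filter). Where an array is left out, its group has 3 arrays, and limma pools the spread over all groups.

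The paper states that littermates were used but does not tie the replicate numbers to litters. The deviations of same-numbered mutant and control arrays from their group means correlated with -0.20, -0.52, -0.19 and 0.09 at E17 and with 0.17, -0.28, 0.46 and 0.16 at p4. These values do not show that equal numbers mark litters. With a replicate block, the counts were 58 at p4, 19 at E17, 57 with age in controls, 28 with age in mutants, 94 in any comparison, 15 up and then down, 1 down in both respects, 28 higher at p4, 9 higher at E17 and 29 differing between the ages. A fit with the slide or the scan as a factor was not run, because each slide holds 1 age and was scanned on its own, so that it leaves the comparisons between the genotypes as they are and removes that between the ages. Signal over background limits what can be seen: miR-219 was detected on no array and was not tested, and the folds of miR-146b, miR-9, miR-363 and miR-138 against groups with no array well above background are lower bounds.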

Differences from the paper's values

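Among the settings named in this part, scaling to the positive-control probes, normexp on median signals and the combination of the authors' deposited values with the present flag and the methods' t-test were chosen only after the results were seen.

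The paper reports 3 miRNAs that fell from E17 to p4 in controls and were lower in mutants at E17 or p4, and the value here was 1. Of the alternatives set before the data were examined, those within 1.5 times of the paper's count were background-subtracted signals with quantile normalization (3), scaling to the 75th percentile of the probes detected on all arrays (3), the authors' deposited values (2), the gene signals of Feature Extraction (4), unadjusted p-values from limma (4), the methods' t-test without adjustment (2) and array weights (4). Scaling to the 75th percentile of all probes, leaving out the filter on absent miRNAs, requiring detection on every array of a group, calling by the brightest probe, fitting only the 2 groups compared and a replicate block each gave 1. No normalization between arrays, quantile normalization of the expressed miRNAs, a log2 limit of 1, the methods' t-test after adjustment and the requirement that every probe be called each gave 0. With 1 array left out, the count ranged from 0 to 4. Scaling to the positive-control probes gave 3, normexp on median signals 1 and the combination with the present flag and the methods' t-test 3, all of which were chosen after seeing the values. A count of 3 need not be the paper's 3 miRNAs. In that last combination they were miR-9, miR-455 and miR-1224. Of these, 2 were among the miRNAs called with background-subtracted signals, with the 75th percentile of the probes detected on all arrays, with the deposited values, with the gene signals of Feature Extraction, with unadjusted p-values from limma, with the methods' t-test without adjustment and with scaling to the positive-control probes, and 1 was with array weights.

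For 1 of the probes of miR-34a in Table 1, the paper's log2 ratio of mutants to controls at p4 is -2.31, and the value here was -2.15. Of the alternatives set before the data were examined that process all arrays, the authors' deposited values (-2.31) came within the replicate spread and the others did not. For 1 of the probes of miR-140, the paper gives -1.07 at p4 and the value here was -0.91, with quantile normalization of the expressed miRNAs (-0.96), the deposited values (-1.07) and array weights (-0.98) within the spread. For 1 of the probes of miR-138, the paper gives -0.69 and the value here was -0.61, with the same 3 alternatives within the spread (-0.62, -0.69 and -0.63). For miR-30b, the paper gives -0.77 at p4 and 0.75 from E17 to p4, and the values here were -0.55 and 0.60. The p4 value came within the spread with background-subtracted signals (-0.85), with the 75th percentile of the probes detected on all arrays (-0.71) and with the deposited values (-0.77). The value with age did so with background-subtracted signals (0.88), quantile normalization of the expressed miRNAs (0.66), the deposited values (0.75) and array weights (0.62), and with scaling to the positive-control probes (0.70), which was chosen after seeing the values. For 1 of the probes of miR-24, the paper gives 0.54 from E17 to p4 and the value here was 0.38, with quantile normalization of the expressed miRNAs (0.51) and the deposited values (0.54) within the spread. For miR-195, the paper gives -0.57 at p4 and the value here was -0.48, with the 75th percentile of the probes detected on all arrays (-0.61) and the deposited values (-0.57) within the spread. For these values, the other alternatives set before the data were examined that give a value per probe from all arrays stayed beyond the spread. With 1 array left out, values also came within the spread for miR-34a without E17 mutant replicate 3 (-2.19), for miR-138 without E17 mutant replicate 3 (-0.63), E17 mutant replicate 4 (-0.62) or p4 mutant replicate 4 (-0.62), for miR-30b with age without E17 control replicate 1 (0.64) or 4 (0.64), E17 mutant replicate 3 (0.62) or p4 control replicate 3 (0.62), for miR-24 without p4 control replicate 3 (0.45) and for miR-195 without p4 mutant replicate 2 (-0.51). The combination with the present flag and the methods' t-test, chosen after seeing the values, has the ratios of the deposited values. All of these values are log2 ratios, as in Table 1.

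With the authors' deposited values, all 28 probe lines of Table 1 were matched within 0.006 on the log2 scale, and the p-values of the methods' t-test without adjustment differed from those of Table 1 by at most 3.52%. The paper's counts of 216 expressed miRNAs, of 109 changed miRNAs and of 16 miRNAs up with age and down in p4 mutants were 281, 93 and 15 here, each within 1.5 times of the other. Array weights gave 109 changed miRNAs, and the deposited values gave 110 and all 16 miRNAs of Table 1. The combination with the present flag and the methods' t-test gave 108 changed miRNAs and all 16, and was assembled after both the data and the paper's counts were seen. miR-195, which completes the 16, was also called with background-subtracted signals, with either 75th percentile, without normalization between arrays, with the gene signals of Feature Extraction and without p4 mutant replicate 2, and with scaling to the positive-control probes, which was chosen after seeing the values. All definitions of an expressed miRNA that were tried gave a count above 216.

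The paper states that miR-29a did not change significantly upon myelination. Here its difference of 0.37 had an adjusted p of 0.0149 from limma and lay under the log2 limit, and the methods' t-test after adjustment gave 0.105 (mmu-miR-29a, p4 minus E17 in wt/fl). The legend of Fig. 4 describes in its Group 3 miRNAs that fell with age in controls and were lower in mutants than in controls at E17. None of the 5 clusters here had both properties on average, since the 3 clusters with a negative mean change with age in controls had mean differences of 0.02, 0.34 and 1.47 between E17 mutants and controls. The methods state that every array stayed below a limit of non-uniform spots. The counts of non-uniform spots here were 288 for p4 control replicate 3 and 469 for p4 mutant replicate 3, against 12 to 76 for the other arrays.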

Other observations

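The tests of a lower signal of the mutant arrays, of quantile normalization of a lower total, of a lower share of Schwann cells and of whether the lists of other cell types change alike, of slide and scan, of whether the miRNAs of a chromosomal region change together, and of the brightness of their probes at E17 were chosen only after the result was seen, as was the scaling to the positive-control probes.

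For the numbers of called miRNAs, other splits of the arrays were fitted in the same way. Of the 35 splits of 8 arrays, 1, the real one, gave as many calls at p4, at E17, from E17 to p4 in controls and from E17 to p4 in mutants, and 1 gave as many miRNAs higher at p4, higher at E17, or up with age and down in p4 mutants. Of 100 drawn regroupings, 1 gave as many miRNAs in any of the 3 comparisons. No other grouping tried reached these numbers, which argues against chance for each number as a whole, but not for single calls. The smallest share that 35 splits can give is 1 of 35, and the counts share their arrays. At p4, another split gave 15 calls. The count at E17, 17, was 8 without E17 control replicate 1 and 23 without E17 control replicate 4, and that of miRNAs higher at E17, 10, was 2 and 12. Of 100 drawn splits, 1 gave as many miRNAs down in both respects, but that number is 1 and rests on miR-9, which was not found without E17 control replicate 1 or 4 or p4 control replicate 2 or 3. Without p4 control replicate 2, 4 others were found, miR-122, miR-1224, miR-494 and miR-689, so that the members of this set stay open.

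A lower signal of the mutant arrays as a whole could make miRNAs appear changed at p4. With each array divided by its 75th percentile over the probes detected on all arrays, 59 of the 59 were called the same way, but quantile normalization had already removed the level of an array. With raw signals taken on each array relative to the 50 probes nearest in brightness, 58 of the 59 were called the same way, 28 higher and 30 lower. This step removes a level shared by miRNAs of like brightness, as quantile normalization does, so it is no separate test. The calls are changes relative to miRNAs of like brightness. How many miRNAs changed in amount stays open, since without normalization 1 miRNA was higher and 89 lower, and with the positive-control probes 4 and 69. The comparison of E17 with p4 cannot be told apart from a difference between slides and scans, because 0 slides hold arrays of both ages.

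Of the miRNAs called at p4, 29 were higher in mutants. With total signal lower in mutants, quantile normalization may turn unchanged miRNAs into higher ones, and 3 of the 29 were called higher with arrays scaled to the positive-control probes. Under that scaling, however, 28 of the 29 were still higher, with a median log2 difference of 0.43 against 0.81 and a median standard error of 0.359 against 0.142 with quantile normalization. Without normalization, 27 of the 29 were higher, with a median of 0.15. Normalization of a lower total and a rise that the wider spread hides cannot be told apart. Another candidate explanation is a lower share of Schwann cells in the nerve, which would raise the miRNAs of every other cell type alike. Among lists of other cell types tested with fry, fibroblast and smooth muscle (6 of 7 expressed, median 0.94, adjusted p = 0.00871), leukocyte (4 of 6, median 0.21, adjusted p = 0.00296) and endothelial miRNAs (2 of 2, median 0.34, adjusted p = 0.0210) were higher at p4. Skeletal muscle (median 0.70, adjusted p = 0.224), erythroid (0.17, adjusted p = 0.264), neuron (0.08, with a mean of -0.14, adjusted p = 0.723) and hepatocyte miRNAs (0.06, adjusted p = 0.930) were not past the limit. Without normalization, no list was past the limit at p4. The medians were then 0.24 for fibroblast and smooth muscle (fry adjusted p = 0.806), 0.07 for leukocyte (0.858) and -0.17 for endothelial miRNAs (0.608). With the authors' deposited values these lists passed (fry adjusted p = 0.000503, 0.00208 and 0.00367). The mean of the fibroblast list exceeded that of the endothelial list by 0.44 and that of the neuron list by 0.92 (exact permutation p = 0.0286 for each, the smallest possible, and 0.0857 adjusted over 6 lists). Tested together, the 6 lists with at least 2 expressed miRNAs moved apart (exact permutation p = 0.0286, also on background-subtracted signals scaled to the 75th percentile). Without the neuron list the exact permutation p was 0.371, and 0.114 on those signals. The result of the joint test thus rests on the neuron list, in which miR-9 (-0.68) and miR-9* (-0.50) were called lower. Single pairs without that list still differed. On the signals scaled to the 75th percentile, the fibroblast list exceeded the endothelial list by 0.70 and the leukocyte list by 0.40. Each had an exact permutation p of 0.0286, and 0.0571 adjusted over 6 lists. No such difference was found from the erythroid (exact permutation p = 0.257), skeletal muscle (0.657) or hepatocyte list (0.943). The adjusted p-values of these pairs lay above 0.05, and miR-9 and miR-9* may also be made by Schwann cells, which was not tested. A common rise and separate changes thus cannot be told apart. The log2 signals of the most abundant members rose from 10.79 to 11.57 for miR-199a-3p, from 7.81 to 8.63 for miR-223, from 9.50 to 10.10 for miR-126-3p, from 7.31 to 8.00 for miR-1, from 8.28 to 9.63 for miR-451, from 6.94 to 7.03 for miR-128 and from 6.80 to 6.86 for miR-122. miR-199b*, miR-199a-5p and miR-214 are in the fibroblast list and among the largest rises, and miR-9 of the neuron list is a miRNA the paper names. All listed miRNAs given as expressed were detected in these nerves. Of the 35 splits, 1, the real one, gave as many lists at p4, which is the smallest share possible. Among the other splits, the highest number was 2 lists against the real 3. With camera, 0 of the 21 tests passed (3 had an unadjusted p under 0.05).

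At E17, erythroid (median 0.52, fry adjusted p = 0.0204) and leukocyte miRNAs (0.18, adjusted p = 0.0178) were higher in mutants. Endothelial (0.26, adjusted p = 0.0949), fibroblast and smooth muscle (0.53, adjusted p = 0.0949), skeletal muscle (0.18, adjusted p = 0.724), neuron (-0.02, adjusted p = 0.601) and hepatocyte miRNAs (-1.36, adjusted p = 0.116) were not past the limit. From E17 to p4 in controls, erythroid miRNAs fell (median -0.50, fry adjusted p = 0.0167). The other lists had medians of 0.08 (leukocyte, adjusted p = 0.0970), -1.35 (hepatocyte, adjusted p = 0.116), -0.75 (skeletal muscle, adjusted p = 0.178), 0.08 (endothelial, adjusted p = 0.485), -0.49 (fibroblast and smooth muscle, adjusted p = 0.549) and 0.01 (neuron, with a mean of -0.06, adjusted p = 0.759). As many lists were past the limit in 1 of 35 splits at E17 and in 6 of 35 with age. Chance cannot be excluded with age. At E17 the share is the smallest possible, and the highest number among the other splits was 1 list against the real 2.

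In mutants, 30 miRNAs were called from E17 to p4, 9 up and 21 down, and 16 up and 16 down without p4 mutant replicate 3. The log2 differences were -1.41 for miR-338-3p (limma adjusted p = 0.000159), -0.96 for miR-204 (adjusted p = 0.00102) and -0.44 for miR-34a (adjusted p = 0.00603). For miR-146b, no mutant array of either age was well above background, so that its value of 0.06 does not measure a change.

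Of 41 hairpins with both arms expressed, the arms had the same sign of change at p4 in 34, with a rank correlation of 0.678 (bootstrap SD 0.114), and both were called in the same direction in 5. The correlation was 0.625 at E17 (32 of 41) and 0.270 from E17 to p4 in controls (20 of 41). The mean number up with age and down in mutants was 0 in 1000 data sets simulated probe by probe without a Dicer effect. The observed number was 15. Variation of the shared p4 controls common to many miRNAs was not covered by this simulation.

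Of the 29 miRNAs higher at p4, 14 belong to the 47 expressed miRNAs between Dlk1 and Dio3 on chromosome 12 and 15 to the 229 others (Fisher p = 3.19e-05). This was noticed in the data and is a hypothesis. The median log2 difference of the region at p4 was 0.36, with 46 of 47 higher (fry p adjusted over 3 comparisons 0.000911). This median lay above 100% of random lists of the same size and brightness, and 1 of 35 splits gave a median as far from 0, but since the region was noticed on these arrays, neither value excludes chance or the brightness of the probes at p4. At E17, in other mice, the median was 0.15, with 41 of 47 higher. Against the brightness of the probes at that age argues that the median lay above 100% of random lists, while 2 of 35 splits gave as much, so chance cannot be excluded. The E17 adjusted p of limma fry over 3 comparisons was 0.0633, and 0.00133 with the 75th percentile of probes detected on all arrays, 0.00564 with quantiles of the expressed miRNAs, 0.0282 with the deposited values, 0.0505 with normexp, 0.116 with background-subtracted signals, 0.166 without normalization, 0.432 with the 75th percentile of all probes and 0.626 with the positive-control probes. Compared with the other miRNAs by limma camera, the region had an adjusted p of 9.82e-10 at E17, and of at most 0.000675 over the other scalings. These p-values assume that miRNAs vary almost independently, which neighbours of a region need not do, so no conclusion rests on them. The median of the region lay above that of the other miRNAs at E17 by 0.10 to 0.46 over the scalings. Whether the miRNAs of the region rise together against no change depends on the scaling and stays open. From E17 to p4 in controls the median was -0.14 (limma fry, adjusted p = 0.0709). At p4 the region lay above the other miRNAs by 0.26 to 1.00 under all scalings tried, while without normalization 25 of the 47 and with the positive-control probes 41 of the 47 were higher than in controls, and limma fry against no change gave an adjusted p of 0.966 and 0.604. A shared regulation of the region in cells that remain, or a larger share of cells that express it, may explain the pattern, and neither was tested.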
